# Transcriptomic difference in bovine blastocysts following vitrification and slow freezing at morula stage

**DOI:** 10.1371/journal.pone.0187268

**Published:** 2017-11-02

**Authors:** Alisha Gupta, Jaswant Singh, Isabelle Dufort, Claude Robert, Fernanda Caminha Faustino Dias, Muhammad Anzar

## Abstract

Cryopreservation is known for its marked deleterious effects on embryonic health. Bovine compact morulae were vitrified or slow-frozen, and post-warm morulae were cultured to the expanded blastocyst stage. Blastocysts developed from vitrified and slow-frozen morulae were subjected to microarray analysis and compared with blastocysts developed from unfrozen control morulae for differential gene expression. Morula to blastocyst conversion rate was higher (*P* < 0.05) in control (72%) and vitrified (77%) than in slow-frozen (34%) morulae. Total 20 genes were upregulated and 44 genes were downregulated in blastocysts developed from vitrified morulae (fold change ≥ ± 2, *P* < 0.05) in comparison with blastocysts developed from control morulae. In blastocysts developed from slow-frozen morulae, 102 genes were upregulated and 63 genes were downregulated (fold change ≥ ± 1.5, *P* < 0.05). Blastocysts developed from vitrified morulae exhibited significant changes in gene expression mainly involving embryo implantation (*PTGS2*, *CALB1*), lipid peroxidation and reactive oxygen species generation (*HSD3B1*, *AKR1B1*, *APOA1*) and cell differentiation (*KRT19*, *CLDN23*). However, blastocysts developed from slow-frozen morulae showed changes in the expression of genes related to cell signaling (*SPP1*), cell structure and differentiation (*DCLK2*, *JAM2 and VIM*), and lipid metabolism (*PLA2R1 and SMPD3*). In silico comparison between blastocysts developed form vitrified and slow-frozen morulae revealed similar changes in gene expression as between blastocysts developed from vitrified and control morulae. In conclusion, blastocysts developed form vitrified morulae demonstrated better post-warming survival than blastocysts developed from slow-frozen morulae but their gene expression related to lipid metabolism, steroidogenesis, cell differentiation and placentation changed significantly (≥ 2 fold). Slow freezing method killed more morulae than vitrification but those which survived up to blastocyst stage did not express ≥ 2 fold change in their gene expression as compared with blastocysts from control morulae.

## Introduction

Cryopreservation of bovine embryos is widely used for trade of genetically superior animals and conservation of genetic diversity. Bovine embryos are commonly frozen with either slow freezing or vitrification method [1]. Both techniques differ in concentration of cryoprotectants and cooling rates [2]. Slow freezing is currently a gold standard method for cryopreservation of bovine embryos. However, it damages mammalian embryos due to intracellular ice formation and toxic effect of the permeating cryoprotectants (~1–2 M). The intracellular ice formation is dependent on cooling rate and surface area/volume of cells [3]. Cryopreservation leaves deleterious effects on oocytes and embryos at developmental, morphological and biochemical levels [4,5]. Over the years, the attempts have been made to minimize damage to morulae/blastocysts caused by cryoprotectant-associated toxicity and intracellular ice formation during cryopreservation [1,6]. Vitrification includes the use of highly viscous solution of cryoprotectants (~7–8 M) to achieve a glass-like state with ultra-rapid cooling rates (>5000°C/min) avoiding the intracellular ice formation [7,8]. Following vitrification, bovine embryos undergo extra- and intra-cellular glass-like state instead of ice crystal formation [9,10]. The vitrified bovine embryos have improved or equivalent survival [11], blastocyst hatching and pregnancy rates [10,12] as compared with slow-frozen embryos. It is anticipated that vitrification will gradually replace slow freezing for embryo cryopreservation [2]. Vitrification may be a suitable cryopreservation method for in vitro produced embryos which do not survive very well following slow freezing method, compared to in vivo produced embryos [13]. Both, vitrification and slow freezing cause intracellular/extracellular fractures in freezing planes, acute shrinkage in cell volume and organelle damage in mammalian embryos [1,14,15].

The gene expression in bovine oocytes at different development stages and in pre-implantation embryos has been studied [16–18]. The gene expression in oocytes, granulosa cells and pre-implantation embryos changed during extreme stress conditions such as heat shock [19] and hormonal imbalance [20–22]. Vitrification of in vitro produced bovine blastocysts up-regulated genes involved in stress response [23]. Vitrification of mouse embryos exhibited differential apoptotic and DNA methylation gene expression [24]. TUNEL-based assays on embryos showed low DNA-integrity indices after slow freezing and vitrification in mouse, human and bovine species [25,26]. Vitrification skewed inner cell mass to trophoblast ratio and generated reactive oxygen species in mouse embryos [27]. On contrary, slow-frozen bovine embryos exhibited higher pro-apoptotic gene expression compared to vitrified embryos [28]. These studies have examined individual genes in isolation. In order to fully understand the effects of vitrification and slow freezing on cellular and molecular pathways, there is a need to compare the global gene expression in *in vitro* produced bovine embryos. Such cryopreservation-related subtle but cumulative changes may influence the embryo development at a morphological level and may have long-term effects. The objectives of this study were to examine blastocyst development in vitrified, slow-frozen and unfrozen control bovine morulae, and to investigate their differential gene expression, using microarray analysis.

## Material and methods

### Chemicals and culture media

All chemicals were purchase from Sigma-Aldrich^®^ (Oakville, ON, Canada), unless otherwise specified. Calf serum (CS; Cat#12484–010), Dulbecco’s Phosphate Buffer Saline (DPBS Ca^2+^-Mg^2+^ plus; Cat# 21300–025) and Tissue Culture Medium-199 (TCM-199 (Cat# 12340–030) were purchased from Invitrogen Inc. (Burlington, ON, Canada). Lutropin-V (LH; Cat # 1215094) and Folltropin-V (FSH; Cat # PHD075) were obtained from Bioniche^®^ Animal Health, Inc. (Belleville, ON, Canada). Cryotops for vitrification and 0.25-ml straws for slow freezing were purchased from Kitazato^®^ Co. (Fuzi, Shizuoka, Japan) and IMV^®^ Tech. (Woodstock, ON, Canada), respectively.

### Cumulus oocyte complex (COC) collection

Cow ovaries were collected from a commercial slaughterhouse (Cargill^®^, Calgary) and transported to Saskatoon at 20–25°C within 12–18 h. Ovaries, after trimming extra tissue, were washed with normal saline at room temperature. Follicular fluid containing cumulus oocyte complexes (COCs) was aspirated from <4mm ovarian follicles using an 18-gauge needle attached to 5-ml syringe, and pooled among ovaries for further processing.

### In vitro embryo (morulae) production

The pooled follicular fluid was searched for COCs under stereomicroscope. COCs were washed in holding solution (HS; 5% CS in 1X DPBS) and graded as described earlier [29]. First and second grade COCs were washed (3X) in maturation medium [TCM-199 supplemented with 5% CS, LH (5 μg/ml), FSH (0.5 μg/ml) and gentamicin (0.05 μg/ml)]. For *in vitro* maturation, groups of ~20 oocytes were placed in 100 μl droplets of maturation medium under mineral oil, and incubated at 38.5°C, 5% CO_2_ in air and saturated humidity, for 22–24 h.

For *in vitro* fertilization (IVF), two semen straws from a fertile bull were thawed at 37°C for 1 min. Semen was pooled and washed through Percoll gradient (45% and 90%) [30]. After washing, sperm were diluted in Brackett-Oliphant (BO) fertilization medium to a final concentration 3x10^6^/ml [31] [BO stock A + BO stock B + sodium pyruvate (1.3% w/v) + gentamicin (0.05 μg/ml)]. Following IVM, groups of 20 mature COCs were washed (3X) in BO medium supplemented with 10% (w/v) bovine serum albumin and added to 100 μl droplets of sperm in BO medium, under mineral oil, and incubated at 38.5°C, 5% CO_2_ in air and saturated humidity. After 18–22 h co-incubation of sperm and COCs, zygotes were washed and cultured *in vitro* (IVC) in CR1aa medium [32] supplemented with 5% (v/v) CS at 38.5°C, 5% CO_2_, 5% O_2_ and 90% N_2_ in air, and saturated humidity. On d7 post-IVF, compact morulae were collected, washed in HS and randomly divided in control, vitrification or slow freezing groups. Control morulae were incubated in IVC medium for 24–48 h. The remaining morulae underwent cryopreservation (vitrification or slow freezing) as follows.

### Cryopreservation of morulae

#### Vitrification

Vitrification was conducted as described earlier [33]. Briefly, morulae were washed in HS and equilibrated in vitrification solution 1 [VS1; 7.5% Ethylene glycol (EG, v/v) + 7.5% dimethyl sulfoxide (DMSO, v/v) + 20% CS (v/v) in 1X DPBS] for 5 min at room temperature. Morulae (n = 3 to 4 in a given batch) were passed through three 20-μl droplets of vitrification solution 2 [VS2; 15% EG + 15% DMSO + 20% CS + 17.1% sucrose (w/v) in 1X DPBS] at 37°C within 1 min, placed on cryotop (Kitazato^®^ Co., Fuzi, Shizuoka, Japan) in individual droplet with minimal volume of VS2, immediately plunged in liquid N_2_ and stored for at least 24 h before warming.

#### Slow freezing

Slow freezing was done as described earlier [34]. Briefly, morulae were washed (1X) and incubated in cryoprotectant freezing solution [1.5 M glycerol + 5% CS (v/v) in 1X DPBS] for 10 min at room temperature. Morulae were transferred to 0.25-ml plastic straws (IMV^®^ Tech., Woodstock, ON, Canada), sealed and kept in the controlled rate freezer (Bio-Cool^®^ III-80, FTS systems, SP Industries, Inc., Stone Ridge, NY, USA) already set at -7°C, for 5 min. Ice seeding was initiated by touching straws with an ultra-cold Q-tip immersed in liquid N_2_. The straws were placed back in freezer at -7°C for additional 10 min, cooled to -35°C at the rate of 0.5°C/min, quickly plunged in liquid N_2_ and stored for at least 24 h before warming.

#### Warming

Vitrified morulae on cryotop were transferred to warming solution [0.5 M sucrose (w/v) + 20% CS (v/v) in 1X DPBS] at 37°C and incubated for 5 min. Similarly, slow-frozen morulae in 0.25 ml plastic straws were held in air for 10 s and immersed in water bath at 37°C for 1 min. For glycerol removal, slow-frozen morulae were transferred to warming solution [0.7 M sucrose + 5% CS (v/v) in 1X DPBS] at 37°C and incubated for 5 min.

### Morulae culture and blastocyst collection

Post-warm (vitrified and slow-frozen) morulae were washed with HS and cultured in CR1aa medium for 24–48 h to the expanded blastocyst stage. Blastocyst conversion rates (%) were calculated for each treatment group (control, vitrification and slow-freezing) as number of expanded blastocysts out of number of morulae used per group.

Expanded blastocysts (n = 5 to 7 per treatment per replicate) were pooled in 50–100 μl RNAse-free water in 0.5 ml cryovials (RNase-free; Neptune^®^, San Diego, CA). Expanded blastocysts were flash frozen by plunging cryovials in liquid N_2_ and shipped to Dép. des Sciences Animales, Université Laval, Quebec city, QC, for microarray analysis. Total five IVF/IVC/cryopreservation cycles (i.e. biological replicates) were conducted on separate dates. Four biological replicates were used in microarray analysis (i.e. one cryotube per treatment per cycle). Three biological replicates were used in quantitative real-time PCR (qRT-PCR) analysis. Two biological replicates (cycles) were common between microarray analysis and qRT-PCR. Different tubes containing blastocysts (within treatment and replicate) were used for microarray and qRT-PCR analyses.

### Microarray analysis

All procedures for microarray experiment were conducted according to procedures described previously [22,35], with little modifications. Total RNA was extracted from blastocysts developed from vitrified, slow-frozen and control morulae (replicate-wise) using Arcturus Picopure^®^ RNA isolation kit (Cat#KIT0204, Life Technologies, Burlington, ON). The samples were subjected to a DNAse I (Cat#79254, Qiagen^®^ Inc., Toronto, ON) digestion on the column. Total RNA was eluted in 13 μl of elution buffer. The quality and quantity of RNA was analyzed using Agilent 2100 Bioanalyzer^™^ and Agilent RNA 6000^®^ pico kit (Cat# 5067–1513, Agilent technologies, Santa Clara, CA) and stored at -80°C until microarray and qRT-PCR analyses. High quality RNA samples with RNA integrity number (RIN) over 7.0 were amplified using T7 RNA amplification procedure RiboAmp^®^ HS^Plus^ RNA Amplification Kit (Cat# KIT0525, Life^™^ technologies, Burlington, ON) and used for microarray hybridization.

The amplified RNA (aRNA) samples from control, vitrified and slow-frozen blastocysts (replicate wise) were labeled with DY-547/647 (Green–Cy3 and Red–Cy5) fluorescent dyes using Universal Labeling System (ULS^™^) Labeling Kit (Cat# EA-021, Kreatech^®^ Diagnostics, Amsterdam, The Netherlands), as recommended by manufacturer. The unfrozen control group was used as reference for both vitrification and slow freezing groups, therefore 4 μg aRNA from control samples, and 2.5 μg aRNA from each vitrification and slow freezing samples were labeled with Cy3 or Cy5 dyes. Non-reacted residual dyes were filtered out using Picopure RNA isolation kit (Cat#KIT0204, Life^™^ Technologies, Burlington, ON) without DNAse I treatment. Pure labeled aRNA was eluted with 13 μl elution buffer. Labeling efficiency for both dyes was measured with NanoDrop^™^ ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA) with a minimum 30 pmol/μg (dye concentration/aRNA concentration) for each sample.

Two custom-built bovine microarray slides (EmbryoGENE EMBV3 manufactured by Agilent^®^ technologies GEO Accession #: GPL13226, Design ID-028298), were used [36]. Each slide consisted of 4 arrays and each array contained 43,671 probes, including 21,139 unique genes and 9,322 novel transcribed regions (NTRs). One slide was used to compare control (reference) and vitrification groups, and other one to compare control (reference) and slow freezing groups. A hybridization mixture [containing 825 ng of each cyanine (Cy3 or Cy5) labeled aRNA, Agilent spikes, nuclease-free water, 10X blocking agent, and 25X fragmentation buffer], in total volume 55 μl, was pipetted onto the microarray slides. Four biological replicates in each comparison (control vs. vitrified or control vs. slow-frozen) were used in the experimental design, in dye-swap setup. Slides were incubated at 65°C for 17 h, washed with wash buffers, dried and scanned using Tecan PowerScanner^™^ (Tecan Group Ltd., Mannedorf, Switzerland) [36].

The quality of hybridization was determined from the distribution of signals generated by both channels, in addition to the negative and spike-in controls, as reported earlier [36]. Repeatability and specificity of hybridization were visualized through the distribution across channels of repeated and control probes bearing an increasing number of mismatches, respectively. Within an experiment, the set of microarrays was compared through a correlation matrix that enabled the quick identification of poor and divergent replication.

The normalized and differential expression data from FlexArray^®^ were uploaded and analyzed in Ingenuity^®^ Pathway Analysis (IPA) software. Differential gene lists from vitrified vs. control (≥ ± 2-fold change and *P* < 0.05) and slow-frozen vs. control (≥ ± 1.5 fold change, *P* < 0.05), and vitrification vs. slow freezing (≥ ± 2 fold change, *P* < 0.05) were compared for functional analysis to obtain molecular, cellular and functional correlations.

### Quantitative real-time PCR (qRT-PCR) analysis

Total RNA extraction from blastocysts developed from vitrified, slow-frozen and control morulae, and initial processing is described under microarray analysis. Total RNA was reverse transcribed to cDNA using qScript^™^ cDNA supermix (Cat#95048–100, Quanta Biosciences, Inc., MD, USA) following kit instructions. Total cDNA quantity was measured using Nanodrop spectrophotometer and stored in -80°C until further use. In addition, total RNA and cDNA were obtained from extra samples of pooled IVP bovine expanded blastocysts for primer optimization and standard curve generation.

Total 7 genes (*AKR1B1*, *CLDN23*, *CYP11A1*, *KRT19*, *PLAU*, *SPP1 and TKTL1*) and one housekeeping gene (conserved helix-loop-helix ubiquitous kinase, CHUK) [35] were selected for qRT-PCR analysis. Primer testing and optimization was done using end-point PCR implying *Taq* DNA polymerase (Cat#201203, Qiagen) kit. PCR products were visualized on 1% agarose gel, purified, quantified, and sequenced to confirm specificity and validity of primers. The list of selected genes and primers is presented in Table 1.

**Table 1:** Primer sequences used for qRT-PCR.

Gene	Genebank accession no.	Strand (5’-3’)	Primer sequence	Annealing temp (°C)	Product size (bp)
*AKR1B1*	BC110178	Forward	CCAACCACATCGTGCTCTAC	55	163
		Reverse	CCCACCTCGTTCTCATTCTG	55	
*CLDN23*	XM_592516	Forward	AAACACCTGGCTCGGAGTC	55	166
		Reverse	AGGGCCTTGATTCCTCTGG	55	
*CYP11A1*	NM_176644 XM_003587562	Forward	ATCCAGTGTCTCAGGACTTCGT	61	209
		Reverse	GAACATCTTGTAGACGGCATCA	61	
*KRT19*	NM_001015600 XM_592718	Forward	GAGGAGCTGAACAGGGAGGT	61	218
		Reverse	CTGGGCTTCGATACCACTGA	61	
*PLAU*	XM_015460988	Forward	GCTGGTGTTCTGTGTCTG	55	230
		Reverse	GGTCGGAAGGGATAACTG	55	
*SPP1*	NM_174187.2	Forward	ATT GTG GCT TAC GGA CTG	54	196
		Reverse	TTG GCG TGA GTT CTT TGG	54	
*TKTL1*	NM_001003906.1	Forward	ACAAGCCAAGGTGGTCCTGAAGAA	62	185
		Reverse	TAGCACGGGCACTGTCAAGAATGA	62	
*CHUK*	NM_174021.2	Forward	TGATGGAATCTCTGGAACAGCG	56	181
		Reverse	TGCTTACAGCCCAACAACTTGC	56	

The cDNA equivalent to 0.2 embryos was used from each treatment group per replicate. Quantitative real-time PCR was done on Stratagene^®^ Mx3005P fast thermal cycler (Agilent technologies, Santa Clara, CA) using QuantiFast^®^ SYBR^®^ green PCR kit (Qiagen). PCR protocol included initial step at 95°C for 5 min followed by 40 cycles of 95°C for 10 s and 60°C for 1 min.

Cycle threshold (C_T_) values were recorded for each selected gene for every treatment group. These C_T_ values were used to calculate differential expression in blastocysts developed from vitrified and slow-frozen morulae vs. blastocysts developed from control morulae. At first, PCR efficiency was calculated using standard curve data for each gene and software used pair-wise fixed reallocation randomization test using Relative Expression Software Tool (REST^®^ 2009, Qiagen). PCR efficiency ranging between 1.90 and 1.99 (i.e. 90% and 99%) was considered optimum for each gene.

The relative levels of a transcript for each treatment group were calculated as cycle threshold (C_T_) normalized separately (ΔC_T_) for levels of transcripts for house-keeping (CHUK) gene. A lower C_T_ (or Δ C_T_) of “1” indicates approximately a two-fold (2^1^) higher concentration of RNA.

### Statistical analysis

Data on blastocyst development rate were analyzed using link-function for binary distribution (yes/no response variable). Three groups (control, vitrification, slow freezing) were considered categorical fixed-effect explanatory variables and replicate was considered as a random factor. Data were analyzed using Proc Glimmix in SAS^®^ Enterprise Guide 4.3 (SAS). Data were arranged in columns for replicate, treatment, outcome (each embryo was coded as 1 = successful development, 0 = no development). Following common SAS syntax model was used: Proc glimmix method = quad; class = replicate treatment; model outcome (event = “1”) = treatment/ dist = bin link = logit; random intercept/subject = Replicate; run. If the p-value for treatment was ≤0.05, then least square means were compared using Tukey’s test.

Microarray data were normalized and analyzed as described earlier [22]. After laser scanning the slides, image files and median signal intensities from each spot were obtained using Array-Pro^™^ software (Media Cybernetics Inc., Rockville, MD, USA). The gene-spot intensity file was uploaded in MIAME-compliant ELMA (EmbryoGENE Laboratory Information Management System and Microarray Analysis) portal. Data quality control (probe specificity, and variance between biological replicates and between treatments) was monitored by in-built Gydle^™^ software (http://www.gydle.com). The background and spot median intensities were uploaded and analyzed in FlexArray^®^ software Version 1.6.3. For background normalization, background signal intensity was subtracted from median grayscale signal intensity of spots to obtain required correct signal intensity. In case of higher background intensity for a spot than the signal intensity, negative value was replaced with 0.5 as a default (false spots). The median value for each target was transformed to the log_2_ value and normalized “within array” for dye bias using non-parametric regression (locally weighted scatter plot smoothing “lowess”), and subjected to between array normalization to unify intensities across the arrays using quantile normalization methodology (GEO #: GSE45381), respectively [37]. Linear Models for Microarray (LIMMA) and RNA-Seq data simple statistical analyses were done in FlexArray and lists of upregulated and downregulated genes were obtained for each comparison [i.e. vitrification vs. control (reference) group and slow freezing vs. control (reference) group]. Statistically adjusted signal intensity data for vitrification and slow-frozen were derived from the previously acquired data for vitrification-control and slow freezing-control groups and then *in silico* FlexArray analysis was conducted between vitrification and slow freezing (reference) groups. A gene was considered differentially expressed if the fold change was ≥ ± 2 with a *P* < 0.05. As no genes were detected as differentially expressed at fold change ± 2 in the slow freezing vs. control comparison, and additional analysis was performed by lowering the fold change threshold to ≥ ± 1.5. Microarray data have been deposited in NCBI’s Gene Expression Omnibus accessible through GEO SuperSeries accession number GSE95382. The fold changes from microarray and qRT-PCR data were compared using a Student’s t-test in Microsoft^®^ Excel, for each tested gene.

## Results

### Morula to blastocyst development rate

The blastocyst development rate (number of expanded blastocysts/number of morulae used; %) did not differ between vitrification and control groups (*P* > 0.05). The slow freezing group had the lowest blastocyst development rate among all three groups (*P* < 0.05; Fig 1).

**Fig 1:**
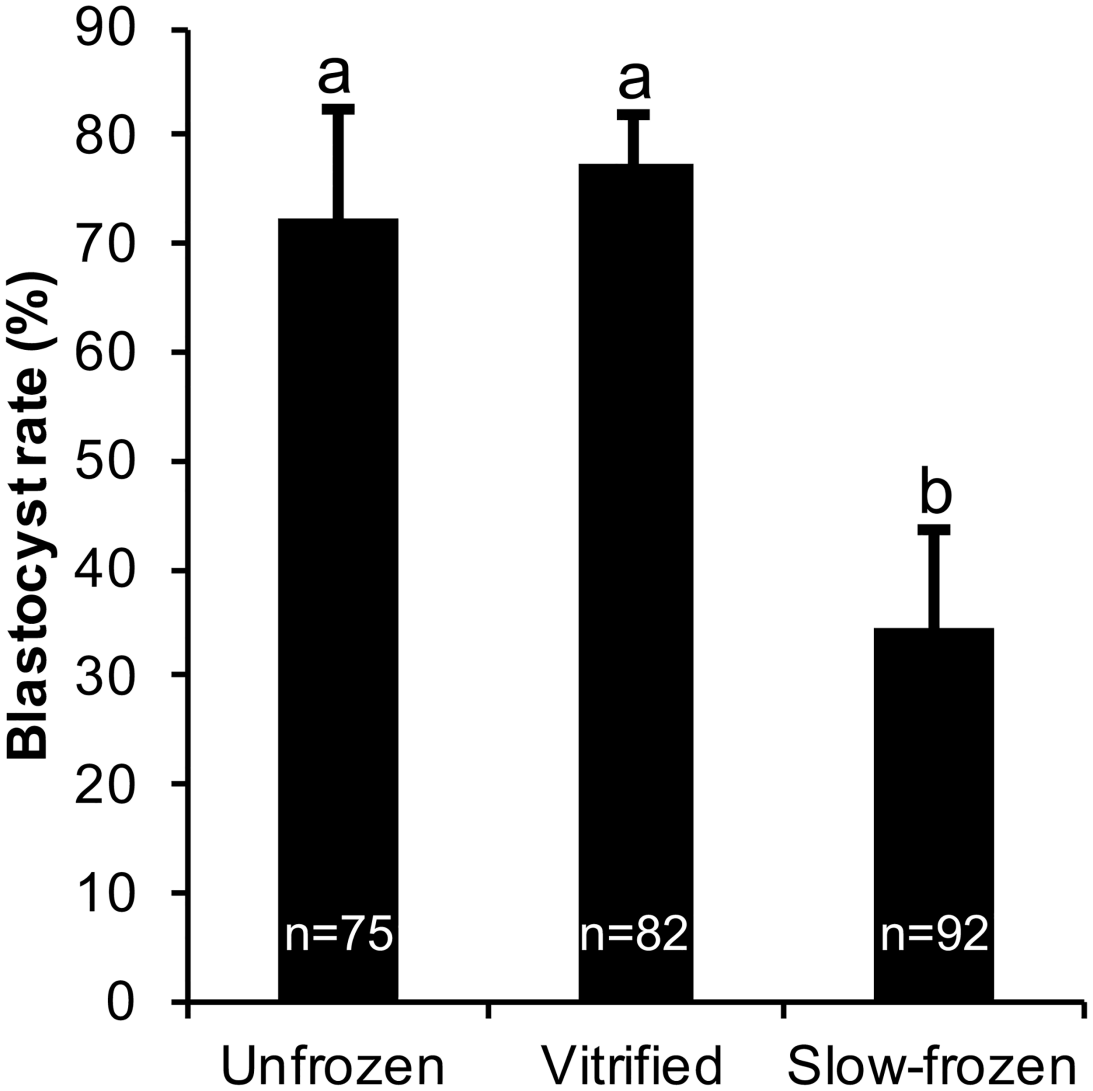
Blastocyst development rate (%; number of expanded blastocysts/number of morulae used per group) in unfrozen control, vitrified and slow-frozen bovine morulae. Each bar represents mean±SEM from five replicates. Different letters (a,b) on bars represent difference (*P* < 0.05) between groups.

### Differential gene expression profile

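RNA from pools of expanded blastocysts was hybridized to the 4 arrays of 1 EmbryoGENE EMBV3 slide. Each array held 1 pool developed from vitrified morulae and 1 pool developed from control morulae, so that 4 vitrified and 4 control pools were compared in pairs. The vitrified pools were labeled with Cy5 on arrays 1 and 2 and with Cy3 on arrays 3 and 4. The sample labels give 7 embryos per pool and morulae of day 6, whereas the Methods give 5 to 7 embryos per pool and morulae of day 7. Which in vitro fertilization cycle each array came from is not given, and an array's number is its position on the slide. The median signal of each spot, as scanned, was taken for both dyes. The local background was subtracted, values at or below 0 were set to 0.5, and the log2 ratio of Cy5 over Cy3 was normalized with loess within arrays and with quantile normalization between arrays. Ratios were then turned so that a positive value was higher in vitrified blastocysts. The authors' normalized ratios had a correlation across probes of at least 0.9989 with the loess-normalized ratios of the same array before quantile normalization. A spot was above background when its median exceeded the mean of 153 negative control spots by more than 2 SD, which held for 26306 to 29452 of 43794 probes per dye and array. The 28944 probes above background in at least 4 of the 8 readings were tested with limma, with a term for the dye. They covered 11417 genes, each represented by its brightest probe. The number of arrays limits the precision of each value.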

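FHL2, which encodes a LIM domain protein, had log2 ratios of vitrified over control blastocysts from -1.34 to -0.62 on the 4 arrays, SLC44A4, a choline transporter-like protein, had a log2 fold change of -1.09 (SE 0.18), and PAG12, a pregnancy-associated glycoprotein of the trophoblast, one of -1.02 (SE 0.17). CCNB1IP1, a ubiquitin ligase, had a log2 fold change of 1.05 (SE 0.15), with 0.66 and 0.64 on arrays 1 and 2 and 1.55 and 1.34 on arrays 3 and 4. The predicted genes LOC781841, MGC148328 and LOC538435 had the largest positive values among the genes named here, 1.51 (SE 0.18), 1.49 (SE 0.32) and 1.41 (SE 0.15). The SE leaves out a difference between the dye orientations. LOC781841 had 0.66, 0.80, 2.74 and 1.85 on arrays 1 to 4, and MGC148328 had 0.52, 1.19, 3.26 and 1.01. LOC538435 ran from 1.17 to 1.67. LOC782892 and LOC613370, which like LOC781841 lie on the X chromosome of ARS-UCD2.0, had log2 fold changes of 1.05 and 1.04. These 9 genes were chosen for a fold change of at least 2, the same direction on all 4 arrays and a small unadjusted p from limma. That p lay between 6.8e-06 and 0.00115, and these traits come from the choice. At the study's threshold, a fold change of at least 2 with an unadjusted p under 0.05, 21 probes were higher and 42 were lower in vitrified blastocysts. Of these probes, 13 and 34 had a gene symbol, and 18 and 36 had the same direction on all 4 arrays. No probe passed an adjusted p under 0.05 from limma (lowest 0.198). At an unadjusted p under 0.05 alone, 987 probes were higher and 1219 were lower, where 1447.2 in all were expected by chance. The dye alone gave 13 and 22 probes at the same fold change and p. The counts changed when 1 array was left out. In all fits without 1 array, the array left alone in its dye orientation weighs as much as the others together. Without array 4 that array is array 3, and without array 3 it is array 4. Such counts thus do not show the part of the array left out by itself. Without array 4, 78 probes were higher and 200 lower at the study's threshold, and 53 and 143 passed the adjusted p, whereas without array 3 the study's threshold gave 19 and 20 and without array 1 it gave 49 and 91.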

Using FlexArray software, total 64 genes differentially expressed in blastocysts developed from vitrified compared to control morulae (fold change ≥ 2; *P* < 0.05); and 1 and 165 genes differentially expressed in blastocysts developed from slow-frozen compared to control morulae at fold change ≥ ± 2 and ≥ ± 1.5, respectively (*P* < 0.05; Table 2). *In silico* comparison revealed 75 genes differentially expressed in blastocysts developed from vitrified compared to slow-frozen morulae at fold change ≥ 2 (Table 2). Top 5 upregulated and 5 downregulated genes in blastocysts developed from vitrified vs. control morulae, slow-frozen vs. control morulae, and vitrified vs. slow-frozen morulae, are presented in Table 3.

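CYP11A1, the enzyme that makes pregnenolone from cholesterol, had a log2 fold change of -1.98 (SE 0.35) in vitrified over control blastocysts, but its probe was above background in only 2 of 4 vitrified readings, so the size is uncertain. CCL17, a chemokine, had a log2 fold change of -1.56 (SE 0.31), FADS2, a fatty acid desaturase, one of -1.53 (SE 0.26), HEBP2, a heme-binding protein, one of -1.50 (SE 0.22; its 2 other probes -0.49 and -0.09), and KRT19, a keratin of the trophectoderm, one of -1.47 (SE 0.32). Of the 5 higher genes, WBP5 had ratios from 0.90 to 1.28 on the 4 arrays (SD 0.16) and TRIM64, a ubiquitin ligase, had a log2 fold change of 1.08 (SD 0.08). HS3ST5, a heparan sulfate sulfotransferase, and TKTL1, a transketolase-like enzyme of the pentose phosphate pathway, each had 1.08 (SD 0.63 and 0.67). COL9A2, a collagen chain, had 1.06 (SD 0.30). The ratios of the 16 lower genes that the study names were smallest on array 4, with medians of -0.93, -1.64, -2.16 and -0.53 on arrays 1 to 4, and KRT19 was higher in the vitrified pool on array 4 (0.21). Of the 21 genes named, 15 were lower and 5 higher at the study's threshold, 0 passed an adjusted p under 0.05 over all probes, and 15 and 5 did so when adjusted over the list alone. The study chose them on these arrays, so these counts are not independent evidence. Over the lists, fry gave an adjusted p of 0.431 for the lower and 0.312 for the higher genes, and camera with its preset correlation gave 1.15e-23 and 1.36e-10 (unadjusted p = 0.0862 and 0.0270 with an estimated correlation). Without array 3, 7 of the 21 genes reached the study's threshold, and without array 2, 13 did.

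**Figure D1:**
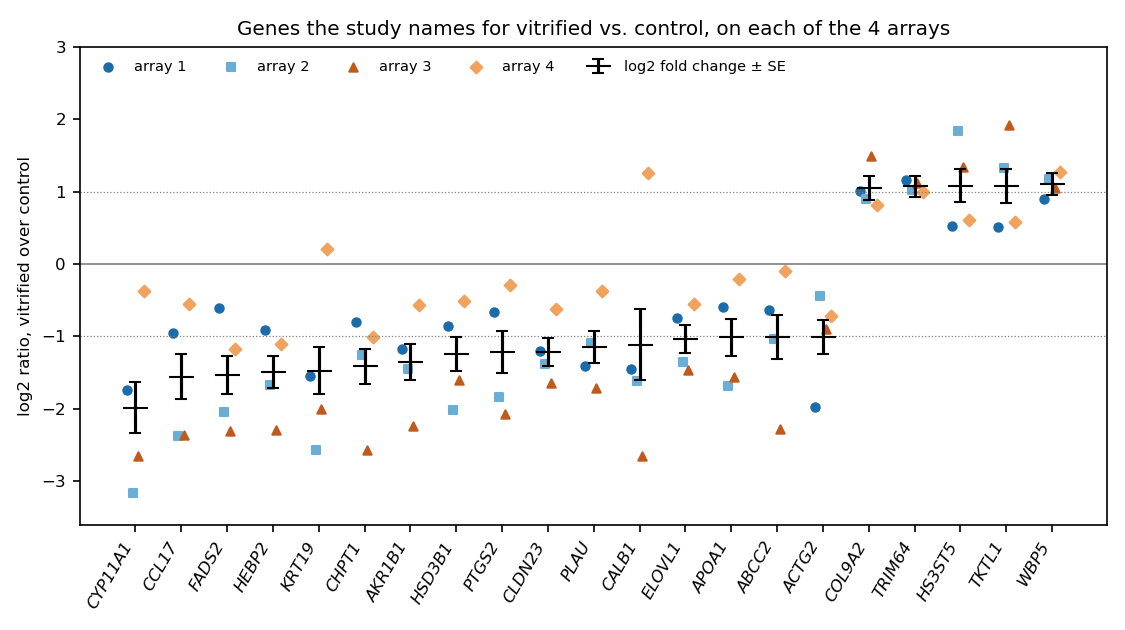
Log2 ratio of vitrified over control blastocysts for the 21 genes that the study names, on each of the 4 arrays (colored points), with limma's log2 fold change and its SE (black bars). Dotted lines mark a fold change of 2. The 5 genes on the right lie above 0 on all 4 arrays, and the other 16 lie below 0 except for CALB1 and KRT19 on array 4.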

**Table 2:** Upregulated and downregulated transcripts in blastocysts developed from vitrified and slow-frozen vs. unfrozen control (reference) morulae and in vitrified vs. slow-frozen (reference) morulae (*P* < 0.05). Transcripts with known functions and novel transcripts are listed separately.

Treatments	Fold change	Upregulated transcripts		Downregulated transcripts	
		Known	Novel	Known	Novel
**Vitrified vs. control**	≥±2	7	13	33	11
**Slow-frozen vs. control**	≥±2	0	0	1	0
**Slow-frozen vs. control**	≥±1.5	35	67	49	14
**Vitrified vs. slow-frozen**	≥±2	10	15	30	20

**Table 3:** Top five upregulated and downregulated genes detected by FlexArray^®^ analysis in blastocysts developed from vitrified vs. unfrozen control (reference) morulae, slow-frozen vs. unfrozen control (reference) morulae, vitrified vs, slow-frozen (reference) morulae.

Genes	Description	Fold change	*P* value
**Vitrified vs. control**			
*WBP5*	WW domain binding protein 5	2.148	1.49 X10^-05^
*TKTL1*	Transketolase 1	2.119	8.63 X10^-04^
*HS3ST5*	Heparan sulpfate (glucosamine)-O- sulphotransferase 5	2.113	6.68 X10^-04^
*TRIM64/TRIM64B*	Tripartite motif 64-B	2.100	1.33 X10^-05^
*COL9A2*	Collagen, type IX alpha 2	2.078	5.82 X10^-05^
*CYP11A1*	Cytochrome P450 family 11 subfamily A polypeptide 1	-3.971	3.43X10^-04^
*CCL17*	Chemokine (C-C motif) ligand 17	-2.946	4.39 X10^-04^
*FADS2*	Fatty acid desaturase 2	-2.897	1.54 X10^-04^
*HEBP2*	Heme binding protein 2	-2.817	5.48 X10^-05^
*KRT19*	Keratin 19	-2.784	2.36 X10^-03^
**Slow-frozen vs. control**			
*PLA2R1*	Phospholipase A 2 recepetor-1	1.983	3.99 X10^-03^
*DCLK2*	Doublecortin-like kinase-2	1.829	2.56 X10^-02^
*FBXO32*	F-box protein 32	1.774	8.90 X10^-04^
*SMPD3*	Sphingomyelin phosphodiestrase 3, neutral	1.772	7.48 X10^-03^
*ZMYM6*	Zinc finger, MYM-type 6	1.772	2.48 X10^-02^
*SPP1*	Secreted phosphoprotein 1	-2.197	1.14X10^-03^
*VIM*	Vimentin	-1.959	6.0 X10^-03^
*PAH*	Phenylalanine hydroxylase	-1.928	9.33 X10^-03^
*TBX18*	T-box 18	-1.886	1.07 X10^-02^
*TXNL4*	Thioredoxin like 4A	-1.857	4.10X10^-03^
**Vitrified vs. slow-frozen**			
*SDS*	Serine dehydratase	2.482	1.24 X10^-02^
*SERPINA5*	Serpin peptidase inhibitor, clade A (alpha 1, antiproteinase, antitrypsin), member 5	2.469	5.71 X10^-04^
*AGXT2L1*	Alanine-glyoxylate aminotransferase 2-like 1	2.326	2.48 X10^-03^
*LYZ3*	Lysozyme 3	2.284	2.10 X10^-03^
*GLDC*	Glycine dehydrogenase (decarboxylating)	2.161	2.64 X10^-03^
*NAGK*	N-acetylglucosamine kinase	-3.861	4.83X10^-02^
*CYP11A1*	Cytochrome P450, family 11, subfamily A, polypeptide 1	-3.326	7.89 X10^-04^
*CCL17*	Chemokine (C-C motif) ligand 17	-2.738	1.92 X10^-03^
*HEBP2*	Heme binding protein 2	-2.631	1.95 X10^-03^
*CLDN23*	Claudin 23	-2.455	9.85X10^-04^

### Upstream regulators

To understand broader implications of gene expression changes in blastocysts developed from vitrified and slow-frozen morulae, a list of potentially “inhibited” or “activated” upstream regulators was generated using IPA software. The analysis was based on the activation score ≥ ± 2 and *P* < 0.05. Activation score represents the direction of change for the function. Compared to blastocysts developed from control morulae, blastocysts developed from vitrified morulae had two “inhibited” upstream regulators i.e. *NFKB* and *Tretinoin* (Table 4). 

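Among target genes of NFKB, the transcription factor of inflammatory signaling, CCL17, PTGS2 and PLAU were lower in vitrified blastocysts at the study's threshold. CXCL5, a chemokine, had a log2 fold change of -0.64 (SE 0.18), and NFKB1 itself had -0.56, at an unadjusted p of 0.026. IL6, a cytokine, had a positive value (0.61) at an unadjusted p of 0.045. NFKB1 and IL6 were named after their values were seen, as was CCL5, the other lower gene (-0.35; its other probe 0.13). Of 24 measured genes of the NFKB pathway, 6 were lower and 1 was higher at an unadjusted p under 0.05, none passed the adjusted p over all probes, and 4 were lower when adjusted over the list alone. The list had a median of -0.12 (-0.02 without array 3, -0.22 without array 4) and an adjusted p of 0.0316 by camera (p = 0.18 with an estimated correlation), and fry did not call it (adjusted p = 0.601). Among 32 genes of EGF, IGF, FGF and TGFB signaling, ETV5, a transcription factor induced by FGF, had a log2 fold change of -0.66 (SE 0.15; its 2 other probes -0.06 and 0.03), CYR61, a matrix protein induced by TGFB, had -0.59 (SE 0.17), and ID2 had -0.80 (SE 0.22; 0.31 on array 2). These 3 genes were lower and none was higher at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all probes. The median of that list was -0.07 (-0.0043 without array 1, -0.12 without array 3; fry adjusted p = 0.601). Of 14 genes of interferon tau and the interferon response, IFNT (-0.68, SE 0.24; 0.39 on array 4) and the receptor gene IFNAR1 (-0.54, SE 0.23; its 2 other probes 0.39 and -0.03) were lower at an unadjusted p under 0.05 and none was higher. None of the 14 passed when adjusted over the list alone or over all probes, and the median was -0.07 (-0.0017 without array 4, -0.14 without array 3; fry adjusted p = 0.431). CCL17, PTGS2 and PLAU are among the genes that the study chose on these arrays, so their direction is not independent evidence.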

To provide a better picture, other upstream regulators are also listed in Table 4. Three upstream regulators (*NFKB*, *Tretinoin* and *EGF*) were common between blastocysts developed form vitrified vs. control morulae and vitrified vs. slow-frozen morulae.

**Table 4:** Upstream regulators predicted by IPA software to be inhibited/downregulated based on differential expression of target molecules identified in blastocysts developed from vitrified morulae vs. unfrozen control (reference) and vs. slow-frozen morulae (reference).

*Upstream regulator*	*Molecule type*	*Predicted activation state*	*Activation (z) score*	*P value*
***Vitrified vs*. *control***				
*NFKB*	Complex	Inhibited	*-2*.*165*	*1*.*55E-04*
*Tretinoin*	Chemical endogenous mammalian	Inhibited	*-2*.*124*	*1*.*68E-02*
*CEBPB*	Transcription regulator		*-1*.*972*	*2*.*57E-03*
*IGF1R*	Transmembrane receptor		*-1*.*969*	*2*.*08E-05*
*EGF*	Growth factor		*-1*.*831*	*8*.*30E-05*
*IFNG*	Cytokine		*-1*.*731*	*2*.*92E-04*
*TGFB1*	Growth factor		*-1*.*546*	*2*.*88E-03*
***Vitrified vs*. *slow-frozen***				
*NFKB*	Complex		*-1*.*921*	*1*.*18E-02*
*Tretinoin*	Chemical endogenous mammalian		*-1*.*886*	*1*.*89E-01*
*Beta -estradiol*	Chemical endogenous mammalian		*-1*.*561*	*9*.*33E-04*
*EGF*	Growth factor		*-1*.*194*	*8*.*00E-03*
*FGF2*	Growth factor		*-1*.*181*	*2*.*35E-03*
*IFNG*	Cytokine		*-1*.*137*	*4*.*80E-04*
*TNF*	Cytokine		*-1*.*043*	*1*.*03E-02*

### Functional annotation and pathway analysis

The differentially expressed genes from the FlexArray analysis for each treatment comparison were uploaded in IPA software and analyzed to determine the affected cellular, molecular, physiological and disease-related pathways. Top 10 affected pathways in blastocysts developed from vitrified and slow-frozen morulae as compared with blastocysts developed from control morulae are presented in Fig 2. Among these, cellular movement, small molecule biochemistry, carbohydrate metabolism, cellular function and maintenance, cellular growth and proliferation, and cellular development pathways were common between blastocysts developed from vitrified and slow-frozen morulae. Similarly, 10 pathways affected in blastocysts developed from vitrified as compared with slow-frozen morulae are presented in Fig 2. 

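Of 11 measured genes of the pentose phosphate pathway, which makes ribose and NADPH from glucose, 3 were higher and none was lower in vitrified blastocysts at an unadjusted p under 0.05. They were TKTL1, PRPS1, which makes phosphoribosyl pyrophosphate (log2 fold change 0.73, SE 0.19), and TKTL2 (0.48, SE 0.20). The first 2 also passed when adjusted over the list alone, and none passed the adjusted p over all probes. This list had a median of 0.06 (fry adjusted p = 0.601), and it was -0.01 without array 3 and 0.21 without array 2. Of 23 genes of glycolysis and glucose transport, 3 were lower and none was higher at an unadjusted p under 0.05, namely the glucose transporter SLC2A3 (-0.64), the kinase PDK1 (-0.45; other probes -0.09 and 0.32) and the lactate transporter SLC16A1 (-0.38; other probes -0.19 and 0.14). None of the 23 passed when adjusted over the list alone or over all probes. The median was -0.13, with -0.49 on array 3 and 0.27 on array 4 (fry adjusted p = 0.765), and it was 0.14 without array 3 and -0.26 without array 4. Of 33 genes of the cell cycle, 1 was lower, CDK4 (-0.43), and none was higher at an unadjusted p under 0.05, with 0 under either adjustment. The cell cycle genes had a median of -0.04 (fry adjusted p = 0.728), and it was 0.05 without array 1 and -0.09 without array 2.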

Genes involved in well-known canonical pathways were also examined, using the IPA software and top 10 affected canonical pathways in vitrified vs. control, slow-frozen vs. control and vitrified vs. slow-frozen are presented in Fig 3. A network of top differentially expressed genes (*P* < 0.05; fold change ≥ ± 2) in blastocysts developed from vitrified as compared with control morulae is presented in Fig 4.

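Of the 17 genes drawn in Fig 4, 12 were lower and 1, TKTL1, was higher in vitrified blastocysts at the study's threshold. Among the lower genes of the network, CHPT1, which makes phosphatidylcholine, had a log2 fold change of -1.41 (SE 0.24), with ratios between -2.57 and -0.80 on the 4 arrays. ELOVL1, an elongase of very long-chain fatty acids, had -1.03 (SE 0.19), with ratios between -1.47 and -0.56. Of the other 4 genes, SPP1, the secreted phosphoprotein osteopontin, had a log2 fold change of -0.34 (SE 0.22), PLA2R1, a phospholipase A2 receptor, had -0.68 (SE 0.35), and VIM, the intermediate filament protein vimentin, had 0.01 (SE 0.34). The ratios of VIM ran from -0.94 to 1.66 on the 4 arrays, and its sign turned in the authors' normalized ratios and without array 2 (-0.65). CALB1, a calcium-binding protein, had an unadjusted p of 0.0502. None of the 17 genes passed an adjusted p under 0.05 from limma over all probes.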

**Fig 2:**
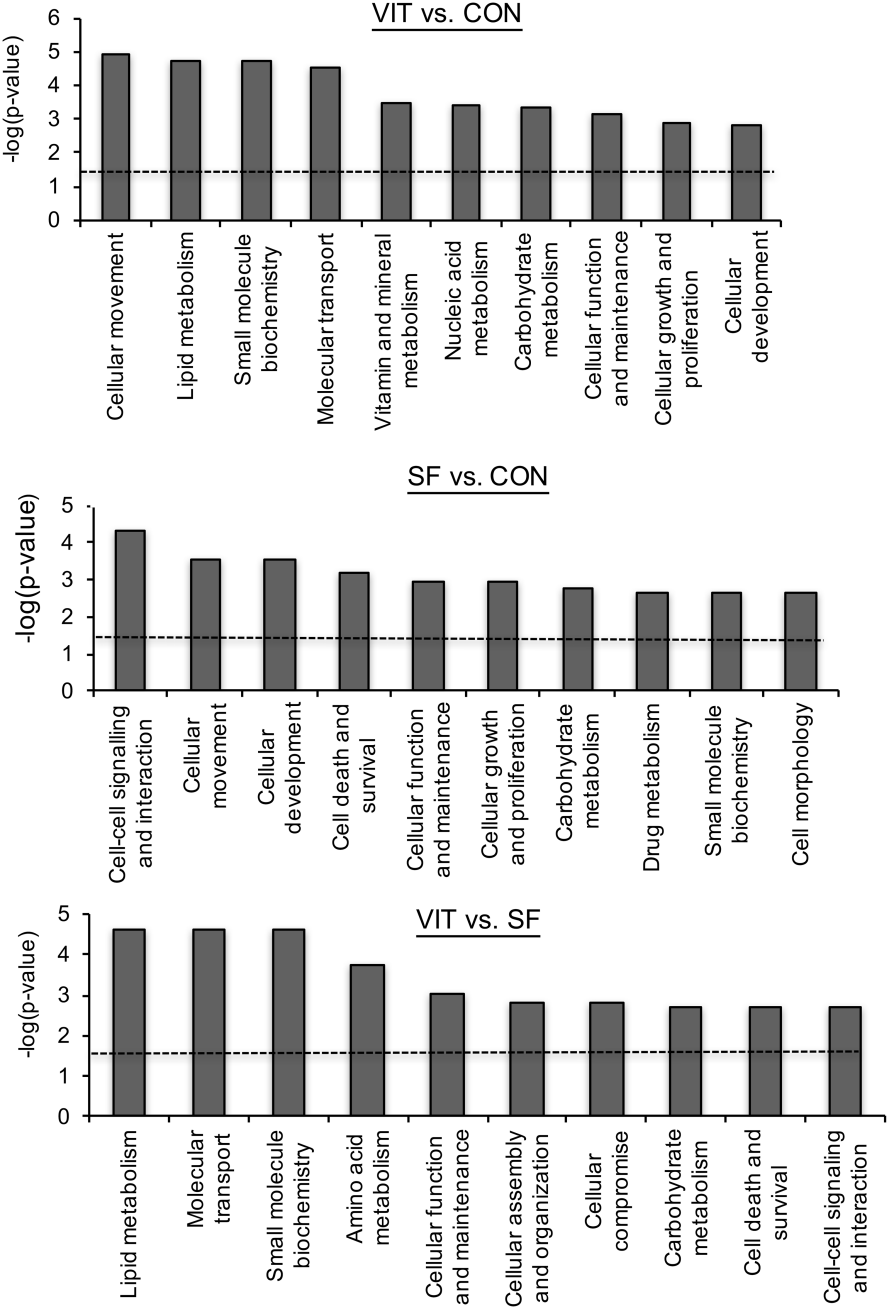
Functional analysis of differential gene expression in IVP bovine embryos based on–log (*P*-value) obtained with Ingenuity^®^ Pathway Analysis software. Higher log values relate to higher significance of the functions. Top 10 cellular and molecular functions in each comparison are illustrated. Taller bars are more significant than shorter bars and the dotted line represents the cut-off value for *P* ≤ 0.05, -log-value = 1.3. Abbreviations: CON–control; SF–slow freezing; VIT–vitrification.

**Fig 3:**
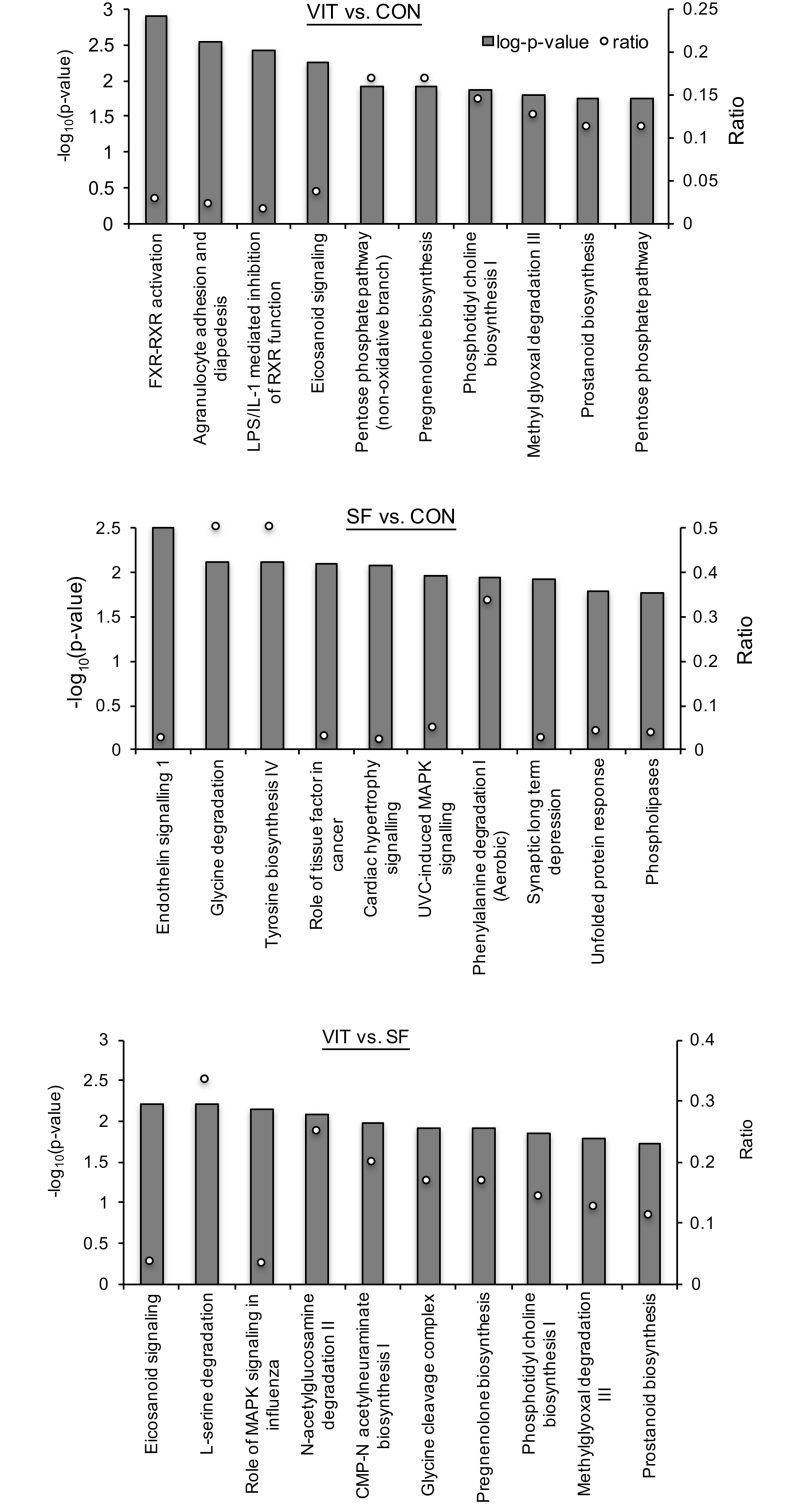
Canonical pathway analysis of gene expression in blastocysts developed from vitrified and slow-frozen vs. control morulae, and blastocysts developed from vitrified vs. slow-frozen morulae. Score ratio (open circles) depicts the number of genes affected in the treatment versus the total number of genes involved in the pathway (y-axis on right side of each figure).

**Fig 4:**
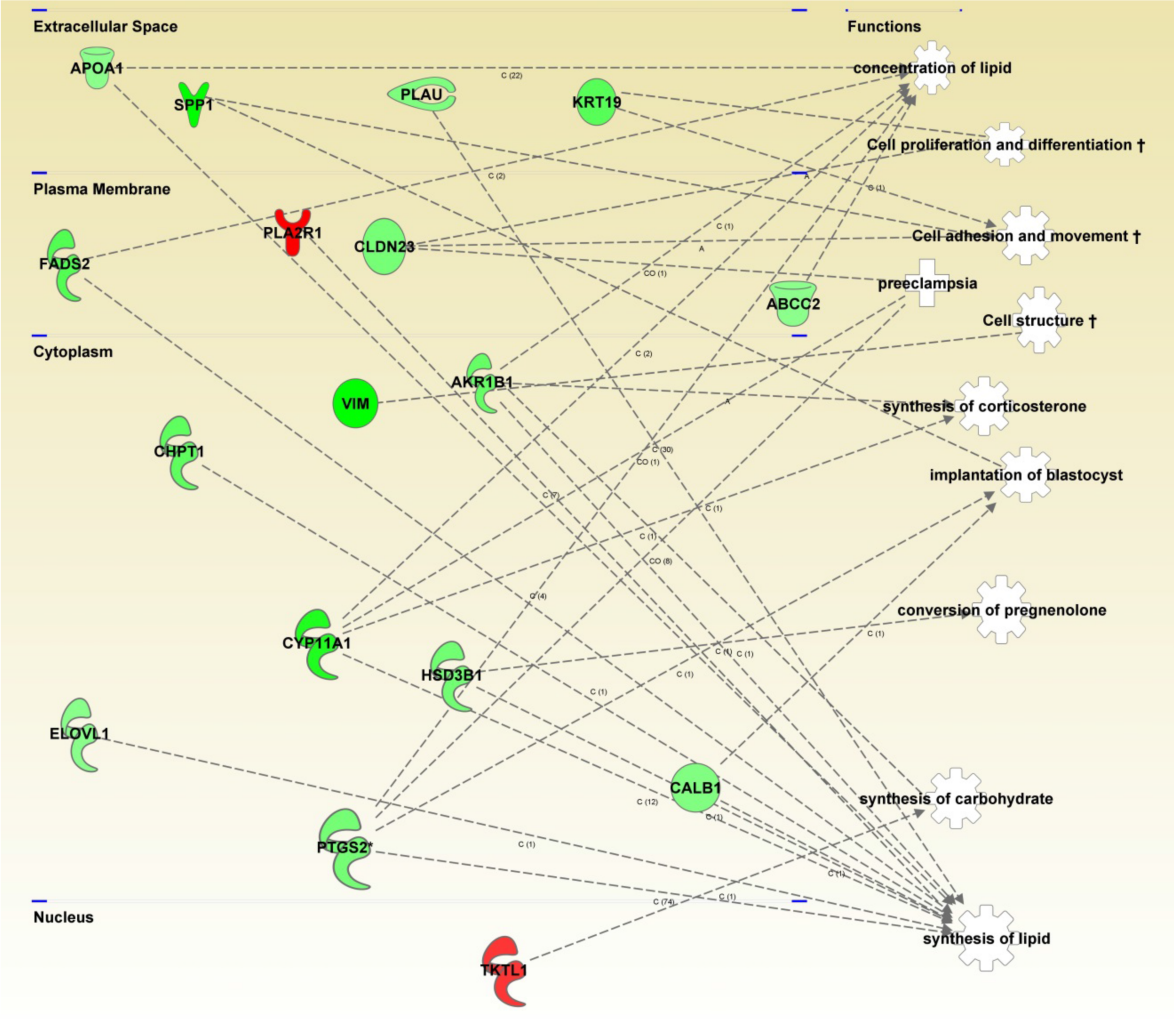
Functional network of differentially expressed genes in bovine blastocysts following vitrification at morula stage. All genes involved in this network are part of the matrix-remodeling network. Genes are arranged horizontally in four cell compartments (nucleus, cytoplasm, plasma membrane and extracellular space), based on subcellular location of their gene products. The differences in color intensity of molecules show the degree of up- (red) and down- (green) regulation. The relationship lines between molecules and functions are supported by at least one reference derived from the literature, textbooks, and/or canonical pathways stored in Ingenuity^®^ Knowledge Base.

### Quantitative real-time PCR

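CLDN23, a claudin of tight junctions, was lower in vitrified blastocysts on all 4 arrays, with a log2 fold change of -1.21 (SE 0.19) and ratios from -1.64 to -0.62. AKR1B1, an aldo-keto reductase, had -1.36 (SE 0.25), with ratios from -2.24 to -0.57, and its other probe had -0.92. PLAU, the urokinase-type plasminogen activator, had -1.14 (SE 0.22), with ratios from -1.71 to -0.37. TKTL1 was higher on all 4 arrays, with ratios from 0.51 to 1.92. CYP11A1 was lower on all 4 arrays. KRT19 was lower on 3 of the 4 arrays. Each of these 6 genes was at the study's threshold in the microarray data, with an adjusted p from limma between 0.279 for CLDN23 and 0.413 for KRT19.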

Based on microarray data and function analysis, 6 differentially expressed genes (*AKR1B1*, *CLDN23*, *CYP11A1*, *KRT19*, *PLAU and TKTL1*) from vitrification group and 1 gene (*SPP1*) from slow freezing group were selected for validation with qRT-PCR. After quantification in three independent biological replicates from treatment (vitrification and slow freezing) and control groups, differential expression was validated in 7 genes (90% confidence level; P ≤ 0.01; Fig 5).

**Fig 5:**
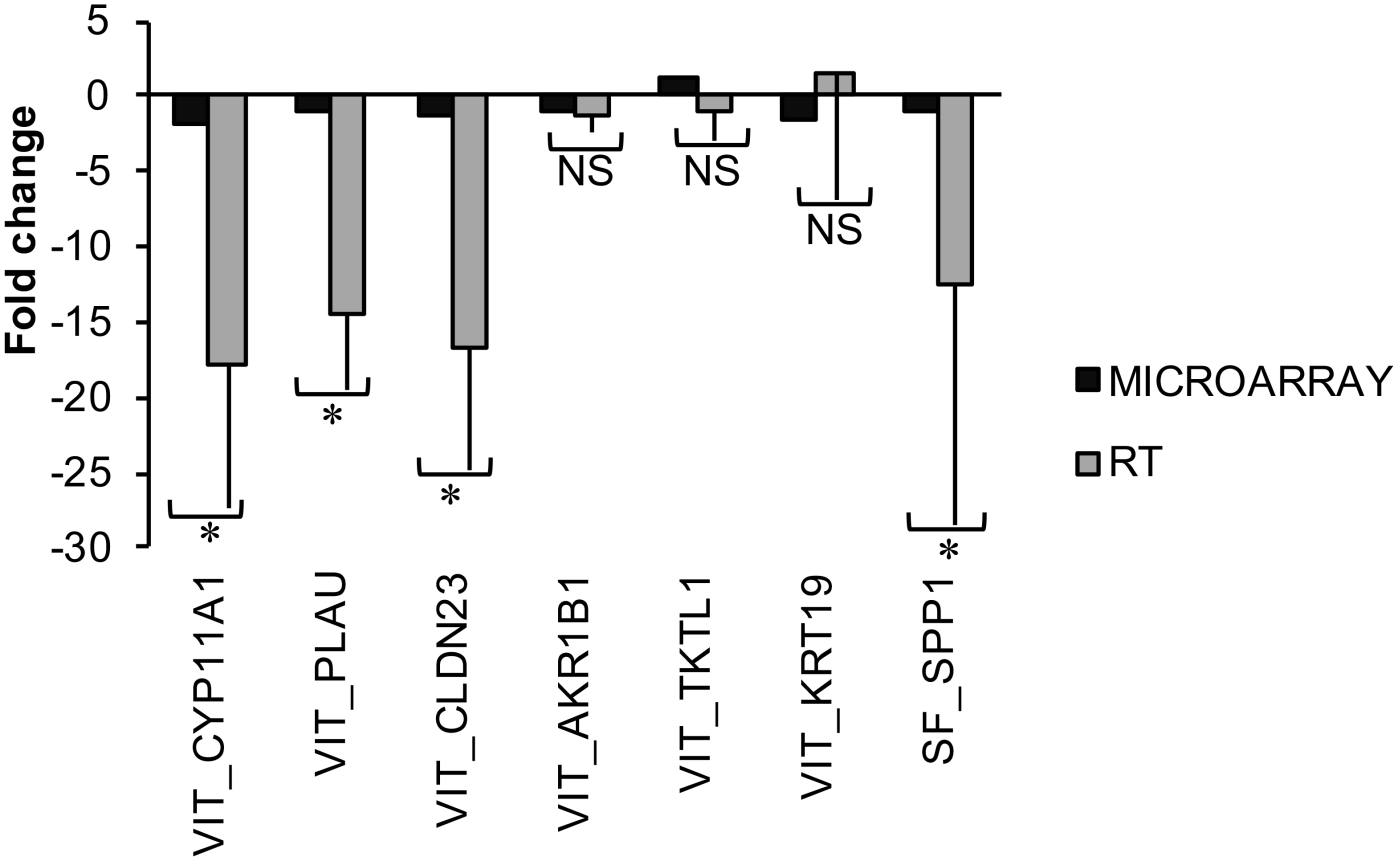
Quantification (fold-change; mean±SEM) of mRNA profiles of 7 genes in *in vitro* produced bovine blastocysts after cryopreservation treatment [Vitrification (VIT) vs. control and slow freezing (SF) vs. control] using qRT-PCR and microarray analyses (n = 3 replicates per morula group). Black bars represent the differential level of expression of transcripts detected in the microarray analysis, while light grey bars represent the differential level of expression of the same transcripts obtained by qRT-PCR analysis. Asterisks (*) represent difference between gene expressions determined by microarray and qRT-PCR (*P* ≤ 0.01) analyses. NS = nonsignificant.

## Discussion

This is the first report, to our knowledge, on the comparison of differential gene expression in bovine blastocysts following vitrification and slow freezing at morula stage. In this study, vitrification of bovine morulae demonstrated better survival rate than slow freezing. However, this is the first report on the poor quality of surviving blastocysts developed from vitrified morulae at transcriptome level comparing with blastocysts developed from control morulae. 

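Of 31 measured genes that mark the trophectoderm and the trophoblast, 9 were lower and none was higher in vitrified blastocysts at an unadjusted p under 0.05. PAG2, a pregnancy-associated glycoprotein, had a log2 fold change of -0.84 (SE 0.17) and was lower on all 4 arrays. TFAP2A, a transcription factor of the trophectoderm, had -0.88, with 0.26 on array 1, the folate receptor gene FOLR1 had -0.61 (its other probe -0.37) and DAB2, an adaptor protein, had -0.51 (its 3 other probes -0.54, -0.01 and 0.32), and these 3 genes were named after their values were seen. The others were KRT19, PTGS2, PAG12, ID2 and IFNT, of which the study chose KRT19 and PTGS2 on these arrays, so their direction is not independent evidence. Of the 9, 7 passed when adjusted over the list alone, and 0 passed over all probes. Over the list the median was -0.26 (-0.18 without array 2), and the medians on arrays 1 to 4 were -0.12, -0.61, -0.42 and -0.12. The general trophectoderm markers did not all share one direction: 5 of the 7 had a log2 fold change under 0. Single markers also changed sign between arrays. KRT8 had 0.67 and 0.04 on arrays 1 and 2 but -1.03 on array 3 and nearly the same on array 4, a split along the dyes. CDX2 had 0.40 on array 1 and -0.67 on array 3. The inner cell mass list had a median of 0.07, which went from 0.0062 without array 4 to 0.21 without array 2. Of its 24 genes, 4 were higher, SPIC (0.77, SE 0.18; its other probe 0.25), KLF4, PRDM14 and ARGFX, and 3 were lower, the pluripotency factor NANOG (-0.78, SE 0.26; 0.27 on array 4), HNF4A (-0.79, SE 0.23; its 2 other probes -0.08 and -0.02) and TFCP2L1, at an unadjusted p under 0.05. TFCP2L1 was above background in only 1 of 4 vitrified readings, so no size is given. KLF4, PRDM14 and ARGFX were named after their values were seen. Of 21 hypoblast genes, 1 was higher, the receptor gene PDGFRA, and 2 were lower, APOA1 and HNF4A. PDGFRA had 1.23 and 1.30 on arrays 1 and 2 but -0.52 and -0.12 on arrays 3 and 4, a split along the dyes, and its 2 other probes had -0.09 and 0.06. None of the inner cell mass or hypoblast genes passed when adjusted over the list alone or over all probes. The hypoblast list had a median of 0.01 and a mean of -0.04, and its median was 0.0067 without array 2 and 0.07 without array 3 and turned negative with normexp correction or with dim probes kept. Of the 36 lists of pathways and cell types, 25 had a median under 0 and 11 a median over 0. By fry, 0 of the 41 lists tested passed an adjusted p under 0.05 (trophectoderm 0.431, inner cell mass 0.663, hypoblast 0.787). Camera with its preset correlation called 8 of the 36 lists lower and 0 higher, and 0 lists passed with estimated correlations. For the trophectoderm list, camera gave an adjusted p of 4.33e-07 (p = 0.105 with an estimated correlation). Of the 8 lists, all but those of cholesterol synthesis and antioxidant defence hold genes that the study chose as lower on these arrays. Their p values from camera are thus not independent evidence.

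**Figure D2:**
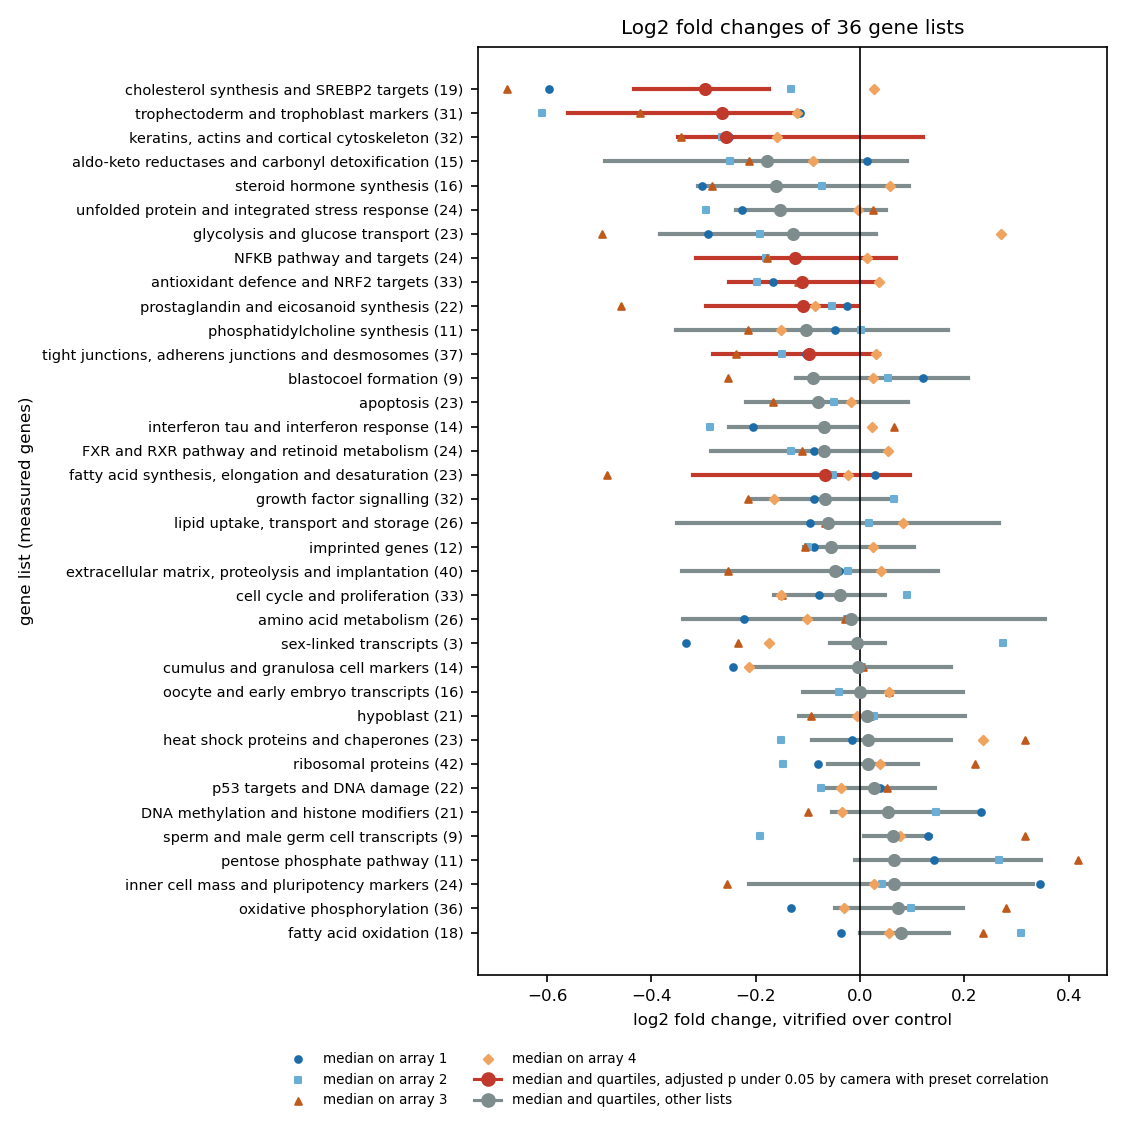
Log2 fold change of vitrified over control blastocysts for 36 gene lists, with the number of measured genes of each list in brackets. Large points are the medians over the genes of a list, lines run between the quartiles, and small points are the medians on each of the 4 arrays. The trophectoderm list has its median at -0.26, and red marks the 8 lists with an adjusted p under 0.05 by camera with its preset correlation. All of these but the cholesterol and antioxidant lists hold genes that the study chose as lower on these arrays.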

Microarray data revealed that blastocysts developed from vitrified morulae may have impaired implantation and placentation in uterus. On the other side, the majority of morulae did not survive slow freezing method but those which survived to the blastocyst stage showed a similar transcriptome compared to blastocysts developed from control morulae.

In the present study, vitrification at morula stage affected the lipid metabolism and excretion mechanisms in *in vitro* produced bovine blastocysts. 

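Genes of cholesterol synthesis had a median log2 fold change of -0.30 in vitrified over control blastocysts, and 18 of its 19 measured genes had a negative log2 fold change. HMGCS1, which makes the precursor of mevalonate, had -0.76 (SE 0.19; its 3 other probes -0.92 to -0.15), FDFT1, the squalene synthase, had -0.54 (SE 0.18; its other probe -0.06), SC4MOL, a sterol methyl oxidase, had -0.59 (SE 0.22; its 3 other probes -0.38 to 0.05) and MVK, mevalonate kinase, had -0.39 (SE 0.16; its 2 other probes -0.08 and -0.0018). With ACAT2 and CYP51A1, named after their values were seen, 6 of the 19 genes were lower and none was higher at an unadjusted p under 0.05. None passed when adjusted over the list alone or over all probes. The medians on arrays 1 to 4 were -0.60, -0.13, -0.68 and 0.03, and the median was -0.15 without array 3 and -0.57 without array 4. The cholesterol list had an adjusted p of 5.01e-05 by camera (p = 0.244 with an estimated correlation) and of 0.601 by fry. In fatty acid synthesis, elongation and desaturation, 3 of 23 genes were lower and none was higher at an unadjusted p under 0.05. They were FADS2, ELOVL1 and FADS3, another desaturase gene (-1.02, SE 0.25; its other probe -0.27), and all 3 passed when adjusted over the list alone, but 0 over all probes. FADS2 and ELOVL1 are among the genes that the study chose on these arrays, so this is not independent evidence. The fatty acid list had a median of -0.07 and an adjusted p of 0.0415 by camera (p = 0.367 with an estimated correlation) and of 0.601 by fry, and its median was 0.02 without array 3 and -0.23 without array 4. Of 18 genes of fatty acid oxidation, ACAA2 (0.47; its 2 other probes -0.22 and 0.0033) was higher and CPT2 (-0.44) was lower at an unadjusted p under 0.05, and 0 passed either adjustment. Oxidation genes had a median of 0.08 (0.19 without array 1, 0.06 without array 2; fry adjusted p = 0.662). Of 11 genes of phosphatidylcholine synthesis, CHPT1 and PCYT2 (-0.47, SE 0.18; its other probe 0.12) were lower and none was higher at an unadjusted p under 0.05. Only CHPT1 passed when adjusted over the list alone and 0 passed over all probes. The median was -0.10 (fry adjusted p = 0.601), and it was 0.15 over the probes above background in all 8 readings, 0.03 without array 3 and -0.17 without array 4.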

During slow freezing, the fluidic lipid portion of cell membrane changes into gel phase called ‘lipid phase transition’ [38]. In vitrification, embryos are exposed to the permeating cryoprotectants in high concentration and undergo ultra-fast cooling rate by direct plunging in liquid nitrogen [39]. In this procedure, embryos turn into glass-like solid phase, avoiding intracellular ice formation, as confirmed by synchrotron x-ray diffraction method [9]. However, vitrification causes irreversible damage to cell membranes in bovine embryos [40]. Membrane phospholipids [arachidonic acid and polyunsaturated fatty acids (PUFA)] are source for steroid metabolism. The current study revealed the downregulation of genes involved in steroid biosynthesis, pregnenolone biosynthesis and eicosanoid signaling (cytochrome P450 subunit 11 type A 1 (*CYP11A1*), 3-beta hydroxy steroid dehydrogenase delta-isomerase type 1 (*HSD3B1*), ATP-binding cassette subfamily C-2 (*ABCC2*) and prostaglandin synthase 2 (*PTGS2*) / cyclooxygenase 2 (*COX2*) in blastocysts developed from vitrified morulae. 

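In steroid hormone synthesis, HSD3B1, which turns pregnenolone into progesterone, had a log2 fold change of -1.24 (SE 0.24) in vitrified over control blastocysts and was lower on all 4 arrays, between -2.01 and -0.51. SULT1E1, an estrogen sulfotransferase, was above background in 4 control readings and in 0 vitrified readings, so no fold change is given and its call rests on readings at background. With CYP11A1, these 3 of 16 measured genes were lower and none was higher at an unadjusted p under 0.05. All 3 also passed when adjusted over the list alone, and 0 passed over all probes. Steroid genes had a median of -0.16, which was -0.0051 without array 3 and -0.31 without array 4 (fry adjusted p = 0.601, camera adjusted p = 0.064). In prostaglandin and eicosanoid synthesis, 4 of 22 genes were lower and none was higher at an unadjusted p under 0.05. PTGS2, the inducible cyclooxygenase, had -1.21 (SE 0.29), PTGES, a prostaglandin E synthase, had -0.42 (SE 0.15) and LTA4H, which makes leukotriene B4, had -0.71 (SE 0.26). The other was AKR1B1, which can act as a prostaglandin F synthase. PTGS2 and AKR1B1 passed when adjusted over the list alone, and 0 passed over all probes. Those genes and CYP11A1 and HSD3B1 were chosen by the study on these arrays, so their direction is not independent evidence. The prostaglandin list had a median of -0.11, with -0.46 on array 3 and -0.02 to -0.09 on the others, and -0.26 without array 4, and an adjusted p of 0.014 by camera (p = 0.161 with an estimated correlation) and of 0.601 by fry. ABCC2, an export pump for conjugated compounds, had -1.01 (SE 0.30), with -0.09 on array 4.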

Earlier, the genes involved in purine metabolism and sphingolipid metabolism were upregulated in vitrified blastocysts [23]. This difference in gene regulation could be due to the difference in embryonic stage (morula vs. blastocyst) at which vitrification was done. The lipid metabolism genes (*CYP11A1*, *HSD3B1* and *APOA1*), involved in retinoids and their receptor (*FXR/RXR*) pathway were also downregulated in this study. 

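Of 24 measured genes of the FXR and RXR pathway and of retinoid metabolism, 4 were lower and none was higher in vitrified blastocysts at an unadjusted p under 0.05. APOA1, the main protein of high-density lipoprotein, had a log2 fold change of -1.01 (SE 0.25), and its other probe had -0.68. SLC10A1, a bile acid transporter, had -0.73 (SE 0.25), and of its 2 other probes, with -1.13 and -0.22, 1 was at the study's threshold. ALDH1A3, which makes retinoic acid, was above background in only 2 of 4 vitrified readings, so no size is given. The remaining gene was ABCC2. None of the 24 passed when adjusted over the list alone or over all probes. Together the 24 genes had a median of -0.07 (-0.04 without array 3, -0.08 without array 4; fry adjusted p = 0.662, camera adjusted p = 0.173).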

*FXR/RXR* are expressed in inner cell mass (ICM) and trophectoderm (TE) cells and enhance blastocyst development and hatching in sheep and cattle [41,42].

In this study, *CYP11A1*, *HSD3B1*, *PTGS2* and aldo-keto reductases family 1 B1 (*AKR1B1*) genes were downregulated. These genes are involved in steroid metabolism and are important for embryo implantation and placentation [43,44]. The impaired gene expression of *CYP11A1* leads to inefficient lipid metabolism and defective placentation which are hallmarks of transcriptional deregulations in pre-eclamptic conditions [45]. Therefore, it is suggested that vitrification downregulates the genes involving implantation of bovine blastocysts. This hypothesis will be further discussed in subsequent sections along with other genes and pathways.

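The 4 genes at issue kept their direction on every array, but the size differed between arrays. HSD3B1 had log2 ratios of -0.85, -2.01, -1.60 and -0.51 on arrays 1 to 4. PTGS2 had -0.66, -1.84, -2.07 and -0.28, and AKR1B1 had -1.17, -1.46, -2.24 and -0.57. For CYP11A1 no sizes are given by array, since some of its vitrified readings were at background. A second PTGS2 probe, with a log2 fold change of -1.19, was also at the study's threshold, and another had -0.61 with an unadjusted p of 0.0415. Unadjusted p was between 0.000346 for CYP11A1 and 0.00269 for PTGS2, and adjusted p from limma over all probes was between 0.308 and 0.422. From the lower expression of these genes of steroid metabolism, which it describes as important for implantation and placentation, and from the link of CYP11A1 to defective placentation, the paper proposes that vitrification lowers the expression of genes of implantation.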

Vitrification is known for cytotoxicity associated with high concentration of the permeating cryoprotectants (DMSO and EG). This study demonstrated the downregulation of genes associated with cellular uptake and efflux of cholesterol and fatty acids [apolipoprotein type A1 (*APOA1*) and *ABCC2*] from the external media and are actively involved in cellular detoxification through waste disposal (detoxification) during oxidative stress [46–48]. This is an important mechanism for the survival of semi-independent pre-implantation embryos. Similarly, *AKR1B1* also performs detoxification that protects cells against lipid peroxidation products and toxic carbonyl-compounds produced during cell metabolism under stressful conditions [49].

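Genes of lipid uptake, transport and storage went both ways in vitrified blastocysts. FABP5, a fatty acid-binding protein, had a log2 fold change of -0.78 (SE 0.22), and with APOA1, ABCC2, APOH and MTTP it made 5 of 26 measured genes that were lower at an unadjusted p under 0.05. PLIN2, which coats lipid droplets, had a log2 fold change of 0.59 (SE 0.15) and was higher on all 4 arrays, between 0.46 and 0.73. With the transporter ABCG2 (0.43), the lipoprotein receptor LRP8 (0.50) and DGAT2, which makes triglyceride (0.50; its other probe 0.03), it made 4 genes that were higher at an unadjusted p under 0.05. APOH, MTTP, ABCG2, LRP8 and DGAT2 were named after their values were seen. APOA1 and PLIN2, 1 gene in each direction, passed when adjusted over the list alone, and 0 passed over all probes. APOA1 and ABCC2 were chosen by the study on these arrays, so their direction is not independent evidence. Over the 26 genes the median was -0.06 (fry adjusted p = 0.891), and it was 0.04 without array 1, 0.0040 without array 3 and -0.12 without array 4.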

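Of 15 measured aldo-keto reductases and other enzymes of carbonyl detoxification, 5 were lower and 1 was higher in vitrified blastocysts at an unadjusted p under 0.05. Beside AKR1B1, the lower genes were GSTP1, a glutathione transferase (log2 fold change -0.58, SE 0.20, with 0.33 on array 4; its 2 other probes -0.58 and -0.44), ALDH3A2, an aldehyde dehydrogenase (-0.67, SE 0.24; its 3 other probes -0.65 to 0.01), AKR1A1 (-0.55; its other probe 0.07) and HAGH (-0.43; its other probe -0.09). The higher gene was ALDH9A1, another aldehyde dehydrogenase (0.40). AKR1A1 and HAGH were named after their values were seen. AKR1B1 alone passed when adjusted over the list alone, and as the study chose it on these arrays this is not independent evidence. The median was -0.18 (fry adjusted p = 0.601), and it was 0.0063 without array 3. Among 33 genes of antioxidant defence, HMOX1, the inducible heme oxygenase, was above background in 4 control readings and in only 1 vitrified reading, so no fold change is given. GCLM, a subunit of glutamate-cysteine ligase, had -0.48 (SE 0.14) and KEAP1 had -0.50 (SE 0.16). GSTM3, a glutathione transferase, had 0.65 (SE 0.16). With GSTP1 and PRDX1, the last named after its value was seen, 5 genes were lower and 1 was higher at an unadjusted p under 0.05, 1 each when adjusted over the list alone (HMOX1 and GSTM3). No gene of either list passed over all probes. The antioxidant list had a median of -0.11 (-0.02 without array 3) and an adjusted p of 0.0316 by camera (p = 0.0883 with an estimated correlation) and of 0.35 by fry.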

The use of serum and/or bovine serum albumin in *in vitro culture* media renders bovine embryos susceptible to cryodamage due to increased cytoplasmic lipid content [50,51]. The downregulation of lipid metabolism and external uptake in stressful conditions may be responsible for better survival of vitrified than slow-frozen morulae to blastocyst stage. These findings support “quiet embryo” hypothesis i.e. embryo with relatively low metabolic activity survive better [52]. The addition of phenazine ethosulfate, a metabolic inhibitor for fatty acid synthesis, reduced lipid accumulation and increased blastocyst re-expansion after vitrification [53].

An important aspect of bovine embryo development is the blastocyst formation from morula stage which involves differentiation of blastomeres into ICM and TE cells. Claudin family and actinγ2 (*ACTG2*) are involved in formation of tight cell junctions in placental development [54,55]. These tight junctions prevent leakage of fluid during blastocoel formation, and support blastocyst expansion and hatching processes [56]. The downregulation of claudin and actin genes led us to develop a notion that vitrification delays the hatching of blastocysts. This supported previous findings that vitrification caused downregulation of tight junction and cell adhesion (tight junction protein and desmocollin2 genes in bovine blastocysts [28].

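Of 37 measured genes of tight junctions, adherens junctions and desmosomes, 7 were lower and none was higher in vitrified blastocysts at an unadjusted p under 0.05. Beside CLDN23, these were DSC2, the desmosomal cadherin desmocollin 2 (log2 fold change -0.81, SE 0.15, lower on all 4 arrays), the claudins CLDN3 (-0.58, SE 0.18), CLDN6 (-0.43, SE 0.15) and CLDN1, and the desmosome genes PERP and DSP, the last 3 named after their values were seen. CLDN23 and DSC2 passed when adjusted over the list alone. The junction list had a median of -0.10, with 0.03 on array 4 and with -0.18 without array 1, -0.06 without array 3 and -0.16 without array 4, and had an adjusted p of 0.0316 by camera (p = 0.268 with an estimated correlation) and of 0.601 by fry. Of 32 keratins, actins and genes of the cortical cytoskeleton, 8 were lower and 1, the tropomyosin TPM4 (0.40, its 2 other probes -0.14 and 0.08, named after its value was seen), was higher at an unadjusted p under 0.05. ACTG2, smooth muscle gamma actin, had -1.01 (SE 0.23), with ratios from -1.98 to -0.43 on the 4 arrays. PLS1, an actin-bundling plastin, had -0.80 (SE 0.19) and ACTA2, smooth muscle alpha actin, had -0.60 (SE 0.17). These 3 genes and KRT19 passed when adjusted over the list alone. The median of the cytoskeleton list was -0.26 and was negative on each of the 4 arrays, with an adjusted p of 0.0023 by camera (p = 0.0794 with an estimated correlation) and of 0.312 by fry. CLDN23, ACTG2 and KRT19 were chosen by the study on these arrays, so their direction is not independent evidence. None of the 9 measured genes of blastocoel formation, the ion pumps and aquaporins that fill the cavity, passed at an unadjusted p under 0.05. That list had a median of -0.09 and a mean of 0.01 (fry adjusted p = 0.907), and its median was 0.05 with dim probes kept and without array 3, and 0.01 without array 4. No gene of these 3 lists passed an adjusted p under 0.05 over all probes.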

Cytokines (*IFNT* and *IFNG*) and growth factors (*EGF*, *FGF*, *TGFB* and *IGFBPB*) present in uterus, involved in cell growth, proliferation and differentiation, are important for transformation of morula to blastocyst and subsequent hatching. IFNT and IFNG play major roles in embryo signaling, maternal recognition of pregnancy, immune regulation and establishment of pregnancy [57,58]. IFNG secreted by the implanting embryos, inhibits the production of prostaglandin synthase (PGS) in bovine [59]. 

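CALB1, which encodes the calcium-binding protein calbindin, had a log2 fold change of -1.11 (SE 0.49) in vitrified over control blastocysts, with ratios of -1.45, -1.61, -2.65 and 1.26 on arrays 1 to 4. Without array 3 it had -0.13, and without array 4 it had -2.09. These are not plain means of the remaining ratios. With the dye term, array 4 in the former and array 3 in the latter weighed as much as arrays 1 and 2 together. Its 2 other probes had -0.70 and -0.33. CALB1 was thus lower on 3 arrays and higher on array 4, and its unadjusted p was just over 0.05, with an adjusted p from limma of 0.655. It reached the study's threshold in the authors' normalized ratios, over the probes above background in all 8 readings, with median centring, with no quantile normalization, with no dye term, with separate channels and without array 4. PTGS2, PLAU, KRT19 and CYP11A1 were lower at the study's threshold, and of these genes only KRT19 was higher on array 4.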

Interestingly, the expression of *CALB1*, *PTGS2*, *PLAU*, *KRT19* and *CYP11A1* genes was downregulated in blastocysts developed from vitrified morulae in this study. Another study failed to detect such change in IFN expression levels [28]. In the present study, keratin family (*KRT19*) and urokinase-based plasminogen activator (*PLAU*) genes were also downregulated in blastocysts developed from vitrified morulae. 

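Of 40 measured genes of the extracellular matrix, proteolysis and implantation, 8 were lower and 1 was higher in vitrified blastocysts at an unadjusted p under 0.05. MUC1, a cell surface mucin, had a log2 fold change of -1.05 (SE 0.27) and was at the study's threshold, lower on all 4 arrays between -1.75 and -0.30. LGALS3, a galectin, had -0.80 (SE 0.20), and its 3 other probes had -0.71, 0.07 and 0.08. The other lower genes were PLAU and COL1A2 and, named after their values were seen, CTSB, ITGA5, LGALS1 and TIMP1, and the higher gene was COL9A2. When adjusted over the list alone, 4 were lower (PLAU, LGALS3, MUC1 and COL1A2) and 1 was higher, and 0 passed over all probes. PLAU and COL9A2 were chosen by the study on these arrays, so their direction is not independent evidence. The median of the list was -0.05 (fry adjusted p = 0.601, camera adjusted p = 0.22), and it was 0.00828 without array 1 and -0.08 without array 4. Among the keratins, KRT7 had -0.34, at an unadjusted p of 0.049 (named after its value was seen). KRT18 had ratios of -0.38, -0.82, 0.22 and -0.08 on arrays 1 to 4.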

The PLAU is a key player in implantation and its downregulation has been associated with resorbed embryos in bovine [60]. Taken together, the downregulation of keratin family and PLAU along with predicted decrease in upstream regulator IFNG suggests the possible impairment in early embryo recognition and implantation process in vitrified embryos.

In the current study, IPA analysis of differentially expressed genes indicated apoptosis (*NFKB*, *CYP11A1*, *AKR1B1*, *CALB1* and *PLAU*) and necrosis (*TGFB*, *IFNG*, *PLAU*, *KRT19*, *CYP11A1*, *ABCC2*, and *CCL17*) pathways in blastocysts developed from vitrified morulae. 

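Of 23 measured genes of apoptosis, 1 was lower and none was higher in vitrified blastocysts at an unadjusted p under 0.05. It was BAX, which permeabilizes the mitochondrial outer membrane, with a log2 fold change of -0.42 (SE 0.16). None passed when adjusted over the list alone or over all probes. The median of the apoptosis list was -0.08 (fry adjusted p = 0.639, camera adjusted p = 0.389), and it was 0.005 without array 3. Of 22 targets of p53 and genes of the DNA damage response, 1 was lower, GADD45B (-0.57, SE 0.16), and none was higher at an unadjusted p under 0.05, with 0 under either adjustment. The median of that list was 0.03 (fry adjusted p = 0.663), and its sign turned in the authors' normalized ratios and without array 1. The genes that the study names for apoptosis and necrosis, CYP11A1, AKR1B1, PLAU, KRT19, ABCC2 and CCL17, were each lower at its threshold, and CALB1 was not.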

Necrosis is a large scale cellular damage associated with membrane damage, nuclear disintegration and cellular swelling, thus may affect whole embryo survival [61]. Apoptosis, a physiological process, is usually associated with single cell damage i.e. cytoplasmic shrinkage, chromatin condensation and DNA damage leaving adjacent cells intact. Apoptosis of individual blastomere is a part of strategy of embryo survival under stressful circumstances [62]. This seems to be true for greater survival rate in vitrified morulae than slow-frozen.

Interestingly, the surviving blastocysts developed from slow-frozen morulae showed fewer changes in gene expression comparing with blastocysts developed from control morulae but differed significantly comparing with blastocysts developed from vitrified morulae. The upregulation of cell structure and morphology genes microtubule polymerization, doublecortin-like kinase 2 (*DCLK2*) and zinc finger MYM 6 (*ZMYM6*) compared to control group may be the compensatory mechanisms for cell structure damage. Vimentin (*VIM*) was also downregulated in blastocysts developed from slow-frozen morulae. VIM encodes a protein member of cellular intermediate filaments known to enhance cell elasticity, capacity to adapt stress and thus is important for normal bovine embryo development [63]. Other upregulated genes in slow-frozen blastocysts related to membrane lipid metabolizing enzymes i.e. phospholipase A2 recepetor 1 (*PLA2R1*) and sphingomyelin phosphodiestrase 3 (*SMPD3*) depict the utilization of embryo’s internal resources for metabolism. These changes point towards the viability and better quality of blastocysts developed from slow-frozen which survived the transition from morula to blastocyst after warming.

Vitrification is becoming popular under field conditions due to high embryo survival rates as well as the ease of technique [10]. Their study demonstrated higher morula to blastocyst rate in vitrified blastocysts (77%) than slow-frozen blastocysts (34%). Similar results were obtained in the present and earlier studies on bovine embryos [10,64,65]. Interestingly, *in silico* comparison between blastocysts developed from vitrified and slow-frozen morulae revealed similar changes in gene expression as between blastocysts from vitrified and control morulae. Similar pathways like lipid metabolism and cell movement and adhesion were affected. Inspite of better survival, a similar pregnancy rate (~45%) was observed after transfer of vitrified and slow-frozen bovine embryos, under field conditions [12]. Studies conducted on rabbit morulae following vitrification demonstrated impaired trophoblast proliferation and differentiation, retarded fetal development and altered gene expression (*ANXA3*, *EGFLAM* and *TNAIP6*) compared to slow-frozen blastocysts [66,67]. Based on discussion in previous sections and considering the field pregnancy data in cattle, we anticipate that vitrified blastocysts compared to slow-frozen blastocysts have higher failure rate during maternal recognition of pregnancy and pre-implantation, resulting in similar pregnancy rates by 30-days of gestation. This hypothesis needs to be tested further.

Bovine embryos between compact morula- and blastocyst-stage, suitable for non-surgical embryo transfer, are frozen with great success [13]. Morula/early blastocyst is a favourite stage for cryopreservation to avoid embryo manipulation like blastocoel collapse in the expanded blastocyst [68]. In this study, compact morulae were cryopreserved so that post-warm transcriptomic changes could be expressed at later (blastocyst) stage. This study represented transcriptomic changes in bovine embryos cryopreserved at morula stage. It is anticipated that transcriptomic changes of bovine embryos may be different if cryopreserved at the expanded blastocyst stage.

## Conclusions

Blastocysts developed from vitrified morulae showed downregulation of genes involved in lipid metabolism, cell differentiation and cell adhesion leading to impaired implantation. Although the survival rate of blastocysts developed from slow-frozen morulae was poor, the intensity of changes in gene expression was low comparing with blastocysts developed from unfrozen control morulae. Also, gene expression changes between blastocysts developed from vitrified vs. slow-frozen morulae were similar as between blastocysts developed from vitrified vs. control morulae. Generally, the cryosurvival of morulae is assessed at blastocyst, expanded blastocyst and/or hatched blastocyst stages. It will be important to study the developmental competence of cryopreserved embryos beyond blastocyst stage, like implantation, placentation and actual pregnancy.

## References

[1] LeiboSP. Cryopreservation of oocytes and embryos: optimization by theoretical versus empirical analysis. Theriogenology. 2008;69: 37–47. doi: 10.1016/j.theriogenology.2007.10.006 1802347210.1016/j.theriogenology.2007.10.006

[2] VajtaG, KuwayamaM. Improving cryopreservation systems. Theriogenology. 2006;65: 236–244. doi: 10.1016/j.theriogenology.2005.09.026 1628926210.1016/j.theriogenology.2005.09.026

[3] MazurP. Cryobiology: the freezing of biological systems. Science. 1970;168: 939–949. 546239910.1126/science.168.3934.939

[4] WilmutI. The low temperature preservation of mammalian embryos. J Reprod Fertil. 1972;31: 513–514. 412007610.1530/jrf.0.0310513

[5] PollardJW, LeiboSP. Chilling Sensitivity of Mammalian embryos. Theriogenology. 1994;41: 101–107.

[6] LeiboSP, PoolTB. The principal variables of cryopreservation: solutions, temperatures, and rate changes. Fertil Steril. 2011;96: 269–276. doi: 10.1016/j.fertnstert.2011.06.065 2178205310.1016/j.fertnstert.2011.06.065

[7] KuwayamaM. Highly efficient vitrification for cryopreservation of human oocytes and embryos: the Cryotop method. Theriogenology. 2007;67: 73–80. doi: 10.1016/j.theriogenology.2006.09.014 1705556410.1016/j.theriogenology.2006.09.014

[8] RallWF, FahyGM. Ice-free cryopreservation of mouse embryos at -196°C by vitrification. Nature. 1985;313: 573–575. 396915810.1038/313573a0

[9] AnzarM, GrochulskiP, BonnetB. Synchrotron X-ray diffraction to detect glass or ice formation in the vitrified bovine cumulus-oocyte complexes and morulae. PLoS One. 2014;9: e114801 doi: 10.1371/journal.pone.0114801 2553643510.1371/journal.pone.0114801PMC4275205

[10] VajtaG, NagyZP. Are programmable freezers still needed in the embryo laboratory? Review on vitrification. Reprod Biomed Online. 2006;12: 779–796. 1679285810.1016/s1472-6483(10)61091-7

[11] NedambaleTL, DinnyesA, GroenW, DobrinskyJR, TianXC, YangX. Comparison on in vitro fertilized bovine embryos cultured in KSOM or SOF and cryopreserved by slow freezing or vitrification. Theriogenology. 2004;62: 437–449. doi: 10.1016/j.theriogenology.2003.10.020 1522600010.1016/j.theriogenology.2003.10.020

[12] van Wagtendonk-de LeeuwAM, den DaasJH, RallWF. Field trial to compare pregnancy rates of bovine embryo cryopreservation methods: vitrification and one-step dilution versus slow freezing and three-step dilution. Theriogenology. 1997;48: 1071–1084. 1672819610.1016/s0093-691x(97)00340-3

[13] BondioliK. Cryopreservation of Bovine Embryos In: HopperR, editor. Bovine Reproduction. Hoboken, NJ, USA: John Wiley & Sons, Inc; 2014 pp. 718–722.

[14] Lehn-JensenH, RallWF. Cryomicroscopic observations of cattle embryos during freezing and thawing. Theriogenology. 1983;19: 263–277. 1672579410.1016/0093-691x(83)90013-4

[15] LeiboSP, McGrathJJ, CravalhoEG. Microscopic observation of intracellular ice formation in unfertilized mouse ova as a function of cooling rate. Cryobiology. 1978;15: 257–271. 71015610.1016/0011-2240(78)90036-6

[16] RekikW, DufortI, SirardMA. Analysis of the gene expression pattern of bovine blastocysts at three stages of development. Mol Reprod Dev. 2011;78: 226–240. doi: 10.1002/mrd.21286 2150985210.1002/mrd.21286

[17] VigneaultC, McGrawS, MassicotteL, SirardMA. Transcription factor expression patterns in bovine in vitro-derived embryos prior to maternal-zygotic transition. Biol Reprod. 2004;70: 1701–1709. doi: 10.1095/biolreprod.103.022970 1496049010.1095/biolreprod.103.022970

[18] YaoJ, RenX, IrelandJJ, CoussensPM, SmithTP, SmithGW. Generation of a bovine oocyte cDNA library and microarray: resources for identification of genes important for follicular development and early embryogenesis. Physiol Genomics. 2004;19: 84–92. doi: 10.1152/physiolgenomics.00123.2004 1537519610.1152/physiolgenomics.00123.2004

[19] GendelmanM, RothZ. Seasonal effect on germinal vesicle-stage bovine oocytes is further expressed by alterations in transcript levels in the developing embryos associated with reduced developmental competence. Biol Reprod. 2012;86: 1–9.10.1095/biolreprod.111.09288221957191

[20] CarterF, RingsF, MamoS, HolkerM, KuzmanyA, BesenfelderU, et al Effect of elevated circulating progesterone concentration on bovine blastocyst development and global transcriptome following endoscopic transfer of in vitro produced embryos to the bovine oviduct. Biol Reprod. 2010;83: 707–719. doi: 10.1095/biolreprod.109.082354 2063139910.1095/biolreprod.109.082354

[21] GilbertI, RobertC, VigneaultC, BlondinP, SirardMA. Impact of the LH surge on granulosa cell transcript levels as markers of oocyte developmental competence in cattle. Reproduction. 2012;143: 735–747. doi: 10.1530/REP-11-0460 2245743310.1530/REP-11-0460

[22] DiasFC, KhanMI, SirardMA, AdamsGP, SinghJ. Differential gene expression of granulosa cells after ovarian superstimulation in beef cattle. Reproduction. 2013;146: 181–191. doi: 10.1530/REP-13-0114 2374008010.1530/REP-13-0114

[23] AksuDA, AgcaC, AksuS, BagisH, AkkocT, CaputcuAT, et al Gene expression profiles of vitrified in vitro- and in vivo-derived bovine blastocysts. Mol Reprod Dev. 2012;79: 613–625. doi: 10.1002/mrd.22068 2277806510.1002/mrd.22068

[24] DhaliA, AnchamparuthyVM, ButlerSP, PearsonRE, MullarkyIK, GwazdauskasFC. Gene expression and development of mouse zygotes following droplet vitrification. Theriogenology. 2007;68: 1292–1298. doi: 10.1016/j.theriogenology.2007.08.030 1791530410.1016/j.theriogenology.2007.08.030

[25] MoratoR, IzquierdoD, ParamioMT, MogasT. Survival and apoptosis rates after vitrification in cryotop devices of in vitro-produced calf and cow blastocysts at different developmental stages. Reprod Fertil Dev. 2010;22: 1141–1147. doi: 10.1071/RD10013 2079735210.1071/RD10013

[26] LiL, ZhangX, ZhaoL, XiaX, WangW. Comparison of DNA apoptosis in mouse and human blastocysts after vitrification and slow freezing. Mol Reprod Dev. 2012;79: 229–236. doi: 10.1002/mrd.22018 2221348710.1002/mrd.22018

[27] MartinoNA, Dell'aquilaME, CardoneRA, SomoskoiB, LacalandraGM, CsehS. Vitrification preserves chromatin integrity, bioenergy potential and oxidative parameters in mouse embryos. Reprod Biol Endocrinol. 2013;11: 27 doi: 10.1186/1477-7827-11-27 2355248010.1186/1477-7827-11-27PMC3652727

[28] StinshoffH, WilkeningS, HanstedtA, BruningK, WrenzyckiC. Cryopreservation affects the quality of in vitro produced bovine embryos at the molecular level. Theriogenology. 2011;76: 1433–1441. doi: 10.1016/j.theriogenology.2011.06.013 2183545610.1016/j.theriogenology.2011.06.013

[29] de LoosF, van VlietC, van MaurikP, KruipTA. Morphology of immature bovine oocytes. Gamete Res. 1989;24: 197–204. doi: 10.1002/mrd.1120240207 279305810.1002/mrd.1120240207

[30] ParrishJJ, KrogenaesA, Susko-ParrishJL. Effect of bovine sperm separation by either swim-up or Percoll method on success of in vitro fertilization and early embryonic development. Theriogenology. 1995;44: 859–869. 1672778110.1016/0093-691x(95)00271-9

[31] BrackettBG, OliphantG. Capacitation of rabbit spermatozoa in vitro. Biol Reprod. 1975;12: 260–274. 112233310.1095/biolreprod12.2.260

[32] RosenkransCFJr., ZengGQ, MCGT, SchoffPK, FirstNL. Development of bovine embryos in vitro as affected by energy substrates. Biol Reprod. 1993;49: 459–462. 839983610.1095/biolreprod49.3.459

[33] PrenticeJR, SinghJ, DochiO, AnzarM. Factors affecting nuclear maturation, cleavage and embryo development of vitrified bovine cumulus-oocyte complexes. Theriogenology. 2011;75: 602–609. doi: 10.1016/j.theriogenology.2010.09.027 2119072910.1016/j.theriogenology.2010.09.027

[34] CarvalhoRV, Del CampoMR, PalaszAT, PlanteY, MapletoftRJ. Survival rates and sex ratio of bovine IVE embryos frozen at different developmental stages on day 7. Theriogenology. 1996;45: 489–498. 1672781210.1016/0093-691x(95)00385-l

[35] CagnoneGL, DufortI, VigneaultC, SirardMA. Differential gene expression profile in bovine blastocysts resulting from hyperglycemia exposure during early cleavage stages. Biol Reprod. 2012;86: 50 doi: 10.1095/biolreprod.111.094391 2207547410.1095/biolreprod.111.094391

[36] RobertC, NieminenJ, DufortI, GagneD, GrantJR, CagnoneG, et al Combining resources to obtain a comprehensive survey of the bovine embryo transcriptome through deep sequencing and microarrays. Mol Reprod Dev. 2011;78: 651–664. doi: 10.1002/mrd.21364 2181206310.1002/mrd.21364

[37] BolstadBM, IrizarryRA, AstrandM, SpeedTP. A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics. 2003;19: 185–193. 1253823810.1093/bioinformatics/19.2.185

[38] LeiboSP. Preservation of ova and embryos by freezing In: BrackettEG SG, SeidelSM, editor. New Technologies in Animal Breeding. New York: Academic press; 1981 pp. 127–139.

[39] FahyGM, MacFarlaneDR, AngellCA, MerymanHT. Vitrification as an approach to cryopreservation. Cryobiology. 1984;21: 407–426. 646796410.1016/0011-2240(84)90079-8

[40] LeaoBC, Rocha-FrigoniNA, CabralEC, FrancoMF, FerreiraCR, EberlinMN, et al Membrane lipid profile monitored by mass spectrometry detected differences between fresh and vitrified in vitro-produced bovine embryos. Zygote. 2014: 1–10.2521310210.1017/S0967199414000380

[41] EberhardtDM, WillWA, GodkinJD. Retinol administration to superovulated ewes improves in vitro embryonic viability. Biol Reprod. 1999;60: 1483–1487. 1033010910.1095/biolreprod60.6.1483

[42] MohanM, MalayerJR, GeisertRD, MorganGL. Expression of retinol-binding protein messenger RNA and retinoic acid receptors in preattachment bovine embryos. Mol Reprod Dev. 2001;60: 289–296. doi: 10.1002/mrd.1090 1159903910.1002/mrd.1090

[43] ShemeshM, IzharM, PasmanikM, ShoreLS. Regulation of steroidogenesis in the bovine placenta. J Physiol Pharmacol. 1992;43: 153–163.1343967

[44] Breuiller-FoucheM, LeroyMJ, DuboisO, ReinaudP, ChisseyA, QiH, et al Differential expression of the enzymatic system controlling synthesis, metabolism, and transport of PGF2 alpha in human fetal membranes. Biol Reprod. 2010;83: 155–162. doi: 10.1095/biolreprod.109.080390 2035727110.1095/biolreprod.109.080390

[45] VaimanD, CalicchioR, MirallesF. Landscape of transcriptional deregulations in the preeclamptic placenta. PLoS One. 2013;8: e65498 doi: 10.1371/journal.pone.0065498 2378543010.1371/journal.pone.0065498PMC3681798

[46] AbumradNA, SfeirZ, ConnellyMA, CoburnC. Lipid transporters: membrane transport systems for cholesterol and fatty acids. Curr Opin Clin Nutr Metab Care. 2000;3: 255–262. 1092967010.1097/00075197-200007000-00003

[47] RigottiA, KriegerM. Getting a handle on "good" cholesterol with the high-density lipoprotein receptor. N Engl J Med. 1999;341: 2011–2013. doi: 10.1056/NEJM199912233412612 1060782210.1056/NEJM199912233412612

[48] BoisvertWA, BlackAS, CurtissLK. ApoA1 reduces free cholesterol accumulation in atherosclerotic lesions of ApoE-deficient mice transplanted with ApoE-expressing macrophages. Arterioscler Thromb Vasc Biol. 1999;19: 525–530. 1007395310.1161/01.atv.19.3.525

[49] Sanchez-GomezFJ, Diez-DacalB, Garcia-MartinE, AgundezJA, PajaresMA, Perez-SalaD. Detoxifying enzymes at the cross-roads of inflammation, oxidative stress, and drug hypersensitivity: Role of glutathione transferase p1-1 and aldose reductase. Front Pharmacol. 2016;7: 237 doi: 10.3389/fphar.2016.00237 2754036210.3389/fphar.2016.00237PMC4973429

[50] AbeH, YamashitaS, SatohT, HoshiH. Accumulation of cytoplasmic lipid droplets in bovine embryos and cryotolerance of embryos developed in different culture systems using serum-free or serum-containing media. Mol Reprod Dev. 2002;61: 57–66. doi: 10.1002/mrd.1131 1177437610.1002/mrd.1131

[51] MucciN, AllerJ, KaiserGG, HozborF, CabodevilaJ, AlberioRH. Effect of estrous cow serum during bovine embryo culture on blastocyst development and cryotolerance after slow freezing or vitrification. Theriogenology. 2006;65: 1551–1562. doi: 10.1016/j.theriogenology.2005.08.020 1622988310.1016/j.theriogenology.2005.08.020

[52] LeeseHJ. Quiet please, do not disturb: a hypothesis of embryo metabolism and viability. BioEssays. 2002;24: 845–849. doi: 10.1002/bies.10137 1221052110.1002/bies.10137

[53] SudanoMJ, PaschoalDM, Rascado TdaS, MagalhaesLC, CrocomoLF, de Lima-NetoJF, et al Lipid content and apoptosis of in vitro-produced bovine embryos as determinants of susceptibility to vitrification. Theriogenology. 2011;75: 1211–1220. doi: 10.1016/j.theriogenology.2010.11.033 2124762010.1016/j.theriogenology.2010.11.033

[54] LeachL, LammimanMJ, BabawaleMO, HobsonSA, BromilouB, LovatS, et al Molecular Organization of Tight and Adherens Junctions in the Human Placental Vascular Tree. Placenta. 2000;21: 547–557. doi: 10.1053/plac.2000.0541 1094020510.1053/plac.2000.0541

[55] TurksenK, TroyTC. Claudin-6: a novel tight junction molecule is developmentally regulated in mouse embryonic epithelium. Dev Dyn. 2001;222: 292–300. doi: 10.1002/dvdy.1174 1166860610.1002/dvdy.1174

[56] WatsonAJ, BarcroftLC. Regulation of blastocyst formation. Front Biosci. 2001;6: D708–730. 1133321010.2741/watson

[57] CharpignyG, ReinaudP, HuetJC, GuillomotM, CharlierM, PernolletJC, et al High homology between a trophoblastic protein (trophoblastin) isolated from ovine embryo and alpha-interferons. FEBS Letters. 1988;228: 12–16. 325417010.1016/0014-5793(88)80574-x

[58] SharkeyA. Cytokines and implantation. Rev Reprod. 1998;3: 52–61. 950998910.1530/ror.0.0030052

[59] GodkinJD, SmithSE, JohnsonRD, DoreJJ. The role of trophoblast interferons in the maintenance of early pregnancy in ruminants. Am J Reprod Immunol. 1997;37: 137–143. 913844710.1111/j.1600-0897.1997.tb00202.x

[60] El-SayedA, HoelkerM, RingsF, SalilewD, JennenD, TholenE, et al Large-scale transcriptional analysis of bovine embryo biopsies in relation to pregnancy success after transfer to recipients. Physiol Genomics. 2006;28: 84–96. doi: 10.1152/physiolgenomics.00111.2006 1701868910.1152/physiolgenomics.00111.2006

[61] ProskuryakovS, KonoplyannikovA, GabaiLV. Necrosis: a specific form of programmed cell death? Exp Cell Res. 2003;283: 1–16. 1256581510.1016/s0014-4827(02)00027-7

[62] AntunesG, ChaveiroA, SantosP, MarquesA, JinHS, Moreira da SilvaF. Influence of apoptosis in bovine embryo's development. Reprod Domest Anim. 2010;45: 26–32. doi: 10.1111/j.1439-0531.2008.01131.x 1905555710.1111/j.1439-0531.2008.01131.x

[63] Maddox-HyttelP, AlexopoulosNI, VajtaG, LewisI, RogersP, CannL, et al Immunohistochemical and ultrastructural characterization of the initial post-hatching development of bovine embryos. Reproduction. 2003;125: 607–623. 12683931

[64] NedambaleTL, DinnyesA, YangX, TianXC. Bovine blastocyst development in vitro: timing, sex, and viability following vitrification. Biol Reprod. 2004;71: 1671–1676. doi: 10.1095/biolreprod.104.027987 1525392110.1095/biolreprod.104.027987

[65] GuptaA, SinghJ, AnzarM. Effect of cryopreservation technique and season on the survival of in vitro produced cattle embryos. Anim Reprod Sci. 2016;164: 162–168. doi: 10.1016/j.anireprosci.2015.11.026 2667943310.1016/j.anireprosci.2015.11.026

[66] VicenteJS, Saenz-de-JuanoMD, Jimenez-TrigosE, Viudes-de-CastroMP, PenarandaDS, Marco-JimenezF. Rabbit morula vitrification reduces early foetal growth and increases losses throughout gestation. Cryobiology. 2013;67: 321–326. doi: 10.1016/j.cryobiol.2013.09.165 2408048910.1016/j.cryobiol.2013.09.165

[67] Saenz-de-JuanoMD, Marco-JimenezF, Viudes-de-CastroMP, LavaraR, VicenteJS. Direct comparison of the effects of slow freezing and vitrification on late blastocyst gene expression, development, implantation and offspring of rabbit morulae. Reprod Domest Anim. 2014;49: 505–511. doi: 10.1111/rda.12320 2475049810.1111/rda.12320

[68] Zander-FoxD, LaneM, HamiltonH. Slow freezing and vitrification of mouse morula and early blastocysts. J Assist Reprod Genet. 2013;30: 1091–1098. doi: 10.1007/s10815-013-0056-4 2388831110.1007/s10815-013-0056-4PMC3790113

How the deposited data were processed for this re-analysis (not part of the article)

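Expanded blastocysts developed from vitrified and from control bovine morulae were compared on 4 EmbryoGENE EMBV3 arrays of 1 slide, each with 1 pool of either group, and with the dyes swapped on arrays 3 and 4. Arrays of slow-frozen blastocysts and the quantitative PCR were not analysed here. The spot intensity values are the scanner's median signal and median local background for either dye as deposited, with no background subtracted by the authors. The deposited log2 ratios of Cy5 over Cy3 were made by the authors, whose methods give background subtraction, lowess and quantile normalization. They matched loess-normalized ratios of the same arrays before quantile normalization (r at least 0.9989) and were not turned for the dye. As alternatives, they and the ratios with no quantile normalization are thus nearly the same values.

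The spot intensities were read in R 4.3.3 with data.table 1.17.8 and analysed with limma 3.58.1. The local background was subtracted with a floor of 0.5, log2 ratios were normalized with loess within and quantile normalization between arrays, and the ratios were turned to vitrified over control. Of 43794 probes that are not control spots, 28944 exceeded the mean of 153 negative control spots by 2 SD in at least 4 of 8 readings and were tested. Between 60.1% and 67.3% of probes were above background per dye and array. The model held the group difference and a dye term, with 2 residual and 6.76 prior degrees of freedom, and p values were two-sided and adjusted with Benjamini-Hochberg. The study's threshold was a fold change of at least 2 with an unadjusted p under 0.05. Of 21790 probes with a symbol, each gene took its brightest. Of 15229 symbols, 14114 were found in the ARS-UCD2.0 gene table by name and 982 by a synonym.

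Gene lists were tested with fry and with camera, the latter with a preset correlation of 0.01 and with an estimated one. There were 36 lists of pathways and cell types: steroid, prostaglandin, cholesterol, fatty acid and phosphatidylcholine synthesis, fatty acid oxidation, lipid uptake, the FXR and RXR pathway, aldo-keto reductases, antioxidant defence, heat shock, the unfolded protein response, apoptosis, p53 targets, junctions, blastocoel formation, keratins and actins, trophectoderm, inner cell mass, hypoblast, interferon, NFKB, extracellular matrix, growth factors, glycolysis, the pentose phosphate pathway, amino acid metabolism, oxidative phosphorylation, ribosomal proteins, cell cycle, DNA methylation, imprinted genes, oocyte, cumulus, sperm and sex-linked transcripts. Another 5 lists held the genes that the study names. Named genes were those that the study names, those with the smallest p among probes at the study's threshold with the same direction on all 4 arrays, as none passed the adjusted p, and up to 4 members of each list with the smallest p. The lists, the rule and the tests were set before the data were examined, but after the paper's tables had been read.

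The steps were tested on simulated data, with noise drawn independently for each probe and array. Of 100 probes changed 2-fold, 52 reached the study's threshold and 72 the adjusted p, and all of 100 changed 4-fold did. Of 28714 unchanged probes, 18 and 7 did. Probes of the real arrays are not independent, so these rates need not hold for them. Alternatives were normexp correction with an offset of 50, no background subtraction, no or a stricter filter on dim probes, median centring, no quantile normalization, no dye term, separate channels, an intensity trend with a robust fit, a plain t-test, the authors' ratios, the mean over a gene's probes, other settings of camera, and each array left out in turn.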

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

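The test that exchanged the pools of an array was chosen after the result was seen, and so was the use of single genes for the orientation of array 4. The other tests were set before their results were seen.

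Single arrays stood apart for 7 of the 105 named genes, by the ratio of an array's gap from its neighbor to the whole range, where chance gives about 1 in 20, or 5.25. On array 3, GATA2 (0.844, log2 ratio -1.21), FBXO32 (0.910, -0.75), ZMYM6 (0.874, -0.64) and ALDH1A3 (0.957, with some vitrified readings at background) lay under the other arrays. On array 1, PAG2 (0.871) lay under and GATA3 (0.873, 0.64) lay over the others. SPIC was far lower on array 4 than elsewhere (0.975, 0.05). Of the 41 lists, 3 had an array apart, prostaglandin synthesis (0.857) and fatty acid synthesis (0.841) with lower medians on array 3 (-0.46 and -0.49), and imprinted genes (0.866) with a median of 0.02 on array 4. Array 3 had the widest spread of ratios (SD 0.54) and array 4 the narrowest (SD 0.32).

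The 63 probes at the study's threshold, 21 higher and 42 lower in vitrified blastocysts, were tested against the 8 ways to assign the pools of each array to the groups, which are too few for a share under 0.05. Of these, 3 gave 63 probes or more, the real assignment included, and the highest of the others gave 179, with the pools of array 4 exchanged, which a structure of the arrays or a wrong label of array 4 would both give, and those of array 1 exchanged gave 64, whereas the 2 others in which each group has either dye on 2 arrays, like the real one, gave 7 and 8. Of the probes called from 3 arrays, 80.0% had the called direction on array 1 and 77.4% on array 2. The share was 69.2% on array 3 and 60.1% on array 4. The bound set beforehand against an effect of single arrays was a share over 60% with an interval over 50% on each array. It was met, narrowly on array 4, with lower ends from 52.4 on array 3 to 72.4 on array 1. These intervals took probes as independent, which they are not. An effect of single arrays thus could not be told apart from a shared one. Over all tested probes, the turned ratios of 2 arrays correlated weakly. The correlation was 0.18 and 0.17 for pairs with the same dye orientation and -0.15 to 0.14 for the others. Array 4 had -0.15 with array 1 and -0.05 with array 2. If the dye orientation of array 4 were labeled the wrong way round, under 50% of the 278 probes would keep their direction there. Of them, 167 did (60.1%, interval 54.1 to 65.9), which is over the bound set beforehand, but that interval took probes as independent. The 179 probes cannot decide this. With the pools of array 4 exchanged, array 3 alone carries a dye orientation and weighs as much as the other arrays together. It also had the widest spread of ratios (SD 0.54), so 179 is not comparable with the 63 of the balanced assignment. Of the 6 genes with quantitative PCR after vitrification in the paper, 5 kept their direction on array 4 (CLDN23 -0.62, AKR1B1 -0.57, PLAU -0.37, TKTL1 0.59 and CYP11A1) and KRT19 did not (0.21), and WBP5 (1.28), TRIM64 (1.00) and LOC538435 (1.42) kept theirs, but all were chosen with array 4 included, so the orientation stays open.

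Genes on the X chromosome, which the paper does not discuss, were higher in vitrified blastocysts more often than others. At an unadjusted p under 0.05, 45 of 404 X-linked genes were higher (11.1%) and 11 were lower, against 3.31% higher among genes on other chromosomes and at most 6.45% on any of them. Among them were HMGB3 (0.90), GK (0.88) and UBE2A (0.45; its other probe 0.19), which were named after their values were seen, and WBP5, TKTL1 and PRPS1. The X-linked median was -0.15, 0.08, 0.03 and 0.31 on arrays 1 to 4, and the list passed camera with its preset correlation (0.00481) but neither camera with an estimated correlation (0.439) nor fry (0.497). Without arrays 1 to 4 in turn, 61, 13, 54 and 38 were higher (15.1%, 3.22%, 13.4% and 9.41%, against 4.64%, 1.39%, 1.76% and 7.09% elsewhere) and 9, 8, 7 and 44 lower. More female embryos in the vitrified pools would raise XIST, which was higher in the vitrified pool on 2 of 4 arrays and had -1.46 on array 3, where WBP5 had 1.05 and TKTL1 had 1.92, so the values argue against this for those genes. For the X-linked genes as a whole it stays open, since XIST had 1.55 and the Y-linked EIF1AY -0.88 on array 4 and XIST 0.65 on array 2, where the X-linked medians were highest. A plain t-test gave 14 higher genes. No other explanation was tested.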

How the results depend on the processing

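Of the alternatives reported in this part, only the one with no dye term and no filter on dim probes together was chosen after the data were examined.

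No probe passed an adjusted p under 0.05 from limma, where 2206 passed an unadjusted p under 0.05, and the same held under each alternative that kept all 4 arrays except 1. With an intensity trend and a robust fit, 2 probes were higher, LOC538435 and LOC781841 (lowest adjusted p 0.0326, where the alternatives with 4 arrays ranged up to 0.477). At the study's threshold, the alternatives with 4 arrays gave 14 to 22 higher and 19 to 52 lower probes. A plain t-test in place of limma gave 19 lower probes. When 1 array was left out, the counts at the study's threshold went from 19 (without array 3) to 78 (without array 4) higher and from 20 (without array 3) to 200 (without array 4) lower probes, and those at the adjusted p from 0 (without array 1) to 53 (without array 4) higher and from 0 (without array 1) to 143 (without array 4) lower probes. With 3 arrays, 1 array alone carries one of the dye orientations and is assumed to vary like the others. With the dye term, that array also weighs as much in the log2 fold change as the other arrays together. Without array 4 it is array 3, which had the widest spread of ratios (SD 0.54). Without array 3 it is array 4, which had the narrowest (SD 0.32). The cause was not tested.

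The 21 genes that the study names kept their sign in each alternative that gave a value for them. CYP11A1 had none over the probes above background in all 8 readings. With the balanced dye swap, no dye term, separate channels, the intensity trend, the t-test and other filters leave a gene's log2 fold change as it is. Its sign could not turn under these. Of the 21 genes, 20 were at the study's threshold. The number was 15 with normexp correction, with no background subtraction and with the t-test, 18 with the mean over a gene's probes, 18, 13 and 7 without arrays 1, 2 and 3, and 21 without array 4. For the 105 named genes, 1309 of 1354 values under alternatives with 4 arrays kept their direction and their side of the study's threshold, 32 were weaker, 7 were stronger and 6 turned. A gene under a fold change of 2 throughout counts as the same even where its p crossed 0.05. Of 420 values with 1 array left out, 344 were the same, 34 were weaker, 27 were stronger and 15 turned. For a list, the sign of the median could not turn with no dye term, separate channels, the intensity trend or another set test. The 41 lists were judged by the sign of the median and an adjusted p of 0.05 from the set test. Of their values, 538 of 573 under alternatives with 4 arrays or another test were the same, 11 were stronger and 24 turned, and 134 of 164 with 1 array left out were the same and 30 turned. By fry, 0 lists passed an adjusted p under 0.05, and 1 did with separate channels, the study's higher genes (0.0149). Camera in place of fry gave 9 lower lists and 1 higher list, and camera with estimated correlations gave 0.

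Without quantile normalization, the sign turned for VIM (-0.0449), FBXO32 (0.0158), heat shock proteins and chaperones (-0.0311), p53 targets and DNA damage (-0.00641), ribosomal proteins (-0.00356) and oocyte and early embryo transcripts (-0.00426). In the authors' normalized ratios, which are nearly the same values, the sign turned for VIM (-0.0446), FBXO32 (0.0159), heat shock proteins and chaperones (-0.0308), p53 targets and DNA damage (-0.00664), ribosomal proteins (-0.00327) and oocyte and early embryo transcripts (-0.00397). With median centring in place of loess, the sign turned for ZMYM6 (-0.00394). With the mean over a gene's probes, the sign turned for ZMYM6 (-0.19) and study genes of vitrified against slow-frozen blastocysts (0.10). Over the probes above background in all 8 readings, the sign turned for study genes of vitrified against slow-frozen blastocysts (0.34), phosphatidylcholine synthesis (0.15), amino acid metabolism (0.0121), imprinted genes (0.0157) and cumulus and granulosa cell markers (0.029). With no filter on dim probes, the sign turned for blastocoel formation (0.0454), hypoblast (-0.0128), cumulus and granulosa cell markers (0.0212) and sex-linked transcripts (0.0597). With normexp correction, the sign turned for hypoblast (-0.00101) and oocyte and early embryo transcripts (-0.000249). With no dye term and no filter on dim probes together, it turned for blastocoel formation (0.0454), hypoblast (-0.0128), cumulus and granulosa cell markers (0.0212) and sex-linked transcripts (0.0597).

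Leaving out 1 array turned the sign of these genes, with their lowest and highest values: VIM -0.65 (without array 2) to 0.60 (without array 1), TXNL4A -0.10 (without array 3) to 0.25 (without array 4), FBXO32 -0.28 (without array 4) to 0.24 (without array 3), ZMYM6 -0.22 (without array 4) to 0.26 (without array 3), XIST -0.64 (without array 4) to 0.88 (without array 3), EIF1AY -0.61 (without array 3) to 0.35 (without array 4), DDX3Y -0.0463 (without array 2) to 0.025 (without array 1), CDX2 -0.32 (without array 1) to 0.000453 (without array 2), GATA2 -0.64 (without array 4) to 0.0267 (without array 3) and GATA3 -0.16 (without array 1) to 0.21 (without array 2). It also turned the median of these lists: study genes lower after slow freezing -0.33 (without array 2) to 0.38 (without array 1), study genes higher after slow freezing -0.72 (without array 4) to 0.0943 (without array 3), study genes of vitrified against slow-frozen blastocysts -0.22 (without array 2) to 0.0972 (without array 1), fatty acid synthesis, elongation and desaturation -0.23 (without array 4) to 0.0248 (without array 3), lipid uptake, transport and storage -0.12 (without array 4) to 0.039 (without array 1), phosphatidylcholine synthesis -0.17 (without array 4) to 0.0303 (without array 3), aldo-keto reductases and carbonyl detoxification -0.19 (without array 4) to 0.00634 (without array 3), heat shock proteins and chaperones -0.0568 (without array 1) to 0.10 (without array 2), apoptosis -0.11 (without array 4) to 0.00496 (without array 3), p53 targets and DNA damage -0.0142 (without array 1) to 0.0566 (without array 2), blastocoel formation -0.0795 (without array 1) to 0.0465 (without array 3), extracellular matrix, proteolysis and implantation -0.0818 (without array 4) to 0.00828 (without array 1), glycolysis and glucose transport -0.26 (without array 4) to 0.14 (without array 3), pentose phosphate pathway -0.014 (without array 3) to 0.21 (without array 2), amino acid metabolism -0.13 (without array 2) to 0.14 (without array 1), ribosomal proteins -0.0597 (without array 3) to 0.0866 (without array 4), cell cycle and proliferation -0.0946 (without array 2) to 0.0491 (without array 1), oocyte and early embryo transcripts -0.0193 (without array 4) to 0.0184 (without array 2), cumulus and granulosa cell markers -0.15 (without array 2) to 0.0586 (without array 4) and sex-linked transcripts -0.15 (without array 2) to 0.025 (without array 1). The cause was not tested. Signal over background limits which genes could be measured, since 43794 probes were read and 28944 passed the filter.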

Differences from the paper's values

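The paper's counts of probes, its 10 fold changes and p values for this comparison, its 6 microarray bars and its named genes were set beside the values from these arrays. The 10 fold changes and the 6 bars lay within the spread between arrays. At the paper's thresholds 63 probes were counted here and 64 in the paper, 21 higher and 42 lower here against the paper's 20 and 44, and the arrays held 43794 probes here and 43671 in the paper. The count was 33 with a plain t-test and 140, 39 and 278 without arrays 1, 3 and 4, which are more than 1.5 times apart from the paper's. The fold change of TRIM64, 2.11 here, was 1.96 with normexp correction, 1.98 with no background subtraction and 1.97 without array 1, where it was further from the paper's 2.100 than its spread.

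The paper parts its probes into those with known functions and the others, which is not the same as having a gene symbol. Of the higher probes, 13 had a symbol here against the paper's 7 known, and 8 had none against the paper's 13 others. The former number was within 1.5 times of the paper's only with normexp correction and with no background subtraction (10 each) and with a plain t-test (9), and the latter only without array 2 (11). Of the lower probes, 34 had a symbol against the paper's 33, and 8 had none against the paper's 11.

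The unadjusted p of the paper's 10 genes was over 1.5 times larger here than the paper's for 8 genes and smaller by as much for 1, KRT19, and for CYP11A1 it was within that range. It was within 1.5 times of the paper's for 8 of 10 genes with no dye term, for at most 5 with the other alternatives, and for all 10 with no dye term and no filter on dim probes together, chosen after the values were seen, where it was 0.959 to 1.03 times the paper's.

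CALB1 is called lower in vitrified blastocysts by the paper, at a fold change of at least 2. Here its log2 fold change was -1.11, with an unadjusted p of 0.0502 and a ratio of 1.26 on array 4, so it missed the study's threshold. It reached that threshold over the probes above background in all 8 readings, with median centring, with no quantile normalization, with no dye term, with separate channels, in the authors' normalized ratios and without array 4, and, chosen after the values were seen, with no dye term and no filter on dim probes together, which drops 0 of the other 20 genes.

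The network in Fig 4 shows SPP1 and VIM as lower and PLA2R1 as higher in vitrified blastocysts. The paper lists these 3 genes, in the same directions, among its top genes for slow-frozen against control blastocysts. SPP1 had -0.34, VIM 0.01 and PLA2R1 -0.68 here, and none of the 3 was at the study's threshold, whereas 13 of the 17 genes drawn were, in the direction shown. The other PLA2R1 probe had -0.65.

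The microarray bars of Fig 5 carry an axis of fold change, and read by eye they match log2 values. The bar of CYP11A1 lies at about -1.9 in Fig 5, and its log2 fold change was -1.98 and its fold change -3.95 here. Its probe was above background in only 2 of 4 vitrified readings, so this size is uncertain. KRT19 lies at about -1.7 in Fig 5, against -1.47 and -2.78 here.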

Other observations

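The tests in this part were set before their results were seen.

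Amino acid metabolism went both ways in vitrified blastocysts. Of 26 measured genes, 4 were higher and 6 lower at an unadjusted p under 0.05, and 3 and 3 when adjusted over the list alone. The glycine cleavage genes GLDC (log2 fold change 0.89, SE 0.25) and GCSH (0.61, SE 0.17; its 2 other probes 0.77 and 0.81) were higher, and MTHFD2, a mitochondrial folate enzyme (-0.77, SE 0.15; its other probe -0.53), and CTH, which makes cysteine (-0.73, SE 0.19), were lower. The median was -0.02, and it was 0.14 without array 1, -0.13 without array 2 and 0.01 without arrays 3 and 4. Of 12 imprinted genes, ASCL2, a trophoblast factor above background in only 2 of 4 vitrified readings, was lower (also when adjusted over the list alone) and NDN was higher (0.37, SE 0.15), with a median of -0.06 (-0.02 without array 2, -0.09 without array 4). Of 21 genes of DNA methylation and histone modification, HDAC2 (0.55, SE 0.16) and HDAC8 (0.56, SE 0.18) were higher and DNMT3A (-0.35, SE 0.14; its 2 other probes -0.72 and -0.20) was lower, with a median of 0.05 (0.03 without array 4, 0.08 without array 3). In the unfolded protein response, DDIT4 (0.77, SE 0.25) was higher and CALR (-0.59, SE 0.21) and EDEM1 (-0.48, SE 0.16; its 2 other probes -0.34 and -0.10) were lower, and the median of 24 genes was -0.15 (-0.09 without array 1). Of 23 heat shock genes, CHORDC1 (0.44; its 3 other probes -0.23 to 0.49) was higher and HSPB1 (-0.42; its other probe -0.54) was lower, with a median of 0.01 (-0.06 without array 1, 0.10 without array 2). Each of these genes had an unadjusted p under 0.05, 0 passed an adjusted p under 0.05 from limma, and fry called 0 of these lists.

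Of 36 genes of oxidative phosphorylation, NDUFB5 (0.45, SE 0.17) was higher and none was lower at an unadjusted p under 0.05 (median 0.07, 0.01 without array 2 and 0.18 without array 4), and of 42 ribosomal proteins none was either (median 0.02, -0.06 without array 3 and 0.09 without array 4). Of 16 oocyte genes, ZP3 (-0.38; its other probe 0.40) was lower, and of 14 cumulus and granulosa markers, GATM (-0.73), COL1A2 (-0.59) and FSHR (-0.57) were lower, GATM and COL1A2 also when adjusted over the list alone, with a median of -0.0036 (0.06 without array 4, -0.15 without array 2). None of 9 sperm transcripts (median 0.06, with 7 over 0, and 0.02 without array 1, 0.12 without array 4) and 3 sex-linked transcripts (median -0.0049, 0.02 without array 1 and -0.15 without array 2) passed. None passed an adjusted p under 0.05 from limma over all probes, and fry called 0 of these lists.

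The genes that the study names for slow freezing were read in vitrified against control blastocysts. SPP1, VIM, TBX18 (0.44, SE 0.22) and TXNL4A (0.07, SE 0.17), lower after slow freezing in the paper, had a median of 0.04 here (0.38 without array 1, -0.33 without array 2). PLA2R1, SMPD3 (-0.70, SE 0.32), FBXO32 (-0.03, SE 0.19) and ZMYM6 (0.01, SE 0.18), higher in the paper, had a median of -0.35 (0.09 without array 3, -0.72 without array 4). None of these 8 genes passed an unadjusted p under 0.05. Of 10 genes named for vitrified against slow-frozen blastocysts, 3 were higher here, AGXT2L1 (0.93, SE 0.23), GLDC and SERPINA5 (0.73, SE 0.21), and 5 were lower, among them NAGK (-0.46, SE 0.15; its 3 other probes -0.13 to 0.07), at an unadjusted p under 0.05. The same 8 passed when adjusted over the list alone and 0 over all probes. SDS had 0.89 (SE 0.41) and LYZ3 0.34 (SE 0.20), and the median was -0.06 (0.10 without array 1, -0.22 without array 2). The other 4 were CYP11A1, CCL17, HEBP2 and CLDN23. The study chose the 10 genes partly on these arrays, so this is not independent evidence.

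Lower trophectoderm enzymes and KRT19 could come from fewer trophectoderm cells in the vitrified blastocysts. The 7 general trophectoderm markers KRT8, KRT18, CDX2, GATA2, GATA3, TFAP2A and TFAP2C had a median log2 fold change of -0.26, with 5 under 0 and medians of 0.37, -0.11, -0.67 and -0.12 on arrays 1 to 4. This lies between the bounds set beforehand, -0.5 or below for a loss of cells and above -0.25 against it. As the whole cause, a loss would lower the markers by about as much as the genes to be explained. The study's 16 lower genes had a median of -1.23, and -0.93 on array 1, so the markers fell short of this. Those genes were chosen for being lower, which widens the gap. A loss as part of the cause could not be told apart from lower expression per cell. Vitrified blastocysts could also have been less advanced at collection. The oocyte and early embryo list had a median of 0.00057, neither over the 0.1 set for this explanation nor under 0, and its sign turned with normexp correction (-0.00025), so this stays open too.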
